# TBX2 specifies and maintains inner hair and supporting cell fate in the Organ of Corti

**DOI:** 10.1038/s41467-022-35214-4

**Published:** 2022-12-09

**Authors:** Marina Kaiser, Timo H. Lüdtke, Lena Deuper, Carsten Rudat, Vincent M. Christoffels, Andreas Kispert, Mark-Oliver Trowe

**Keywords:** Differentiation, Pattern formation, Auditory system

## Abstract

The auditory function of the mammalian cochlea relies on two types of mechanosensory hair cells and various non-sensory supporting cells. Recent studies identified the transcription factors INSM1 and IKZF2 as regulators of outer hair cell (OHC) fate. However, the transcriptional regulation of the differentiation of inner hair cells (IHCs) and their associated inner supporting cells (ISCs) has remained enigmatic. Here, we show that the expression of the transcription factor TBX2 is restricted to IHCs and ISCs from the onset of differentiation until adulthood and examine its function using conditional deletion and misexpression approaches in the mouse. We demonstrate that TBX2 acts in prosensory progenitors as a patterning factor by specifying the inner compartment of the sensory epithelium that subsequently gives rise to IHCs and ISCs. Hair cell-specific inactivation or misexpression causes transdifferentiation of hair cells indicating a cell-autonomous function of TBX2 in inducing and maintaining IHC fate.

## Abstract (web summary)

Inner hair cells are essential for hearing but the molecular drivers of their differentiation have remained enigmatic. Here, the authors show that the transcription factor TBX2 has a key function in inducing and maintaining inner hair cell fate.

## Introduction

Hearing relies on two types of highly specialized mechanosensory cells in the Organ of Corti, the sensory epithelium of the mammalian cochlea. Inner hair cells (IHCs) are the main sensory cells since they convert sound into auditory information; outer hair cells (OHCs) act as mechanical amplifiers that enhance sensitivity to sound and adjust frequency selectivity. IHCs and OHCs are not only functionally diverse, they also differ in size, shape, innervation, and number, and associate with distinct non-sensory supporting cells in separate compartments in the organ of Corti. A single row of large IHCs associates with two types of inner supporting cells (ISCs: inner phalangeal and inner border cells) in the inner compartment; smaller OHCs form three rows which are each supported by outer supporting cells (OSCs: Deiters’ cells) in the outer compartment. The two compartments are separated by two pillar cells that flank the fluid-filled tunnel of Corti^1,2^ (Fig. 1a).

**Fig. 1:**
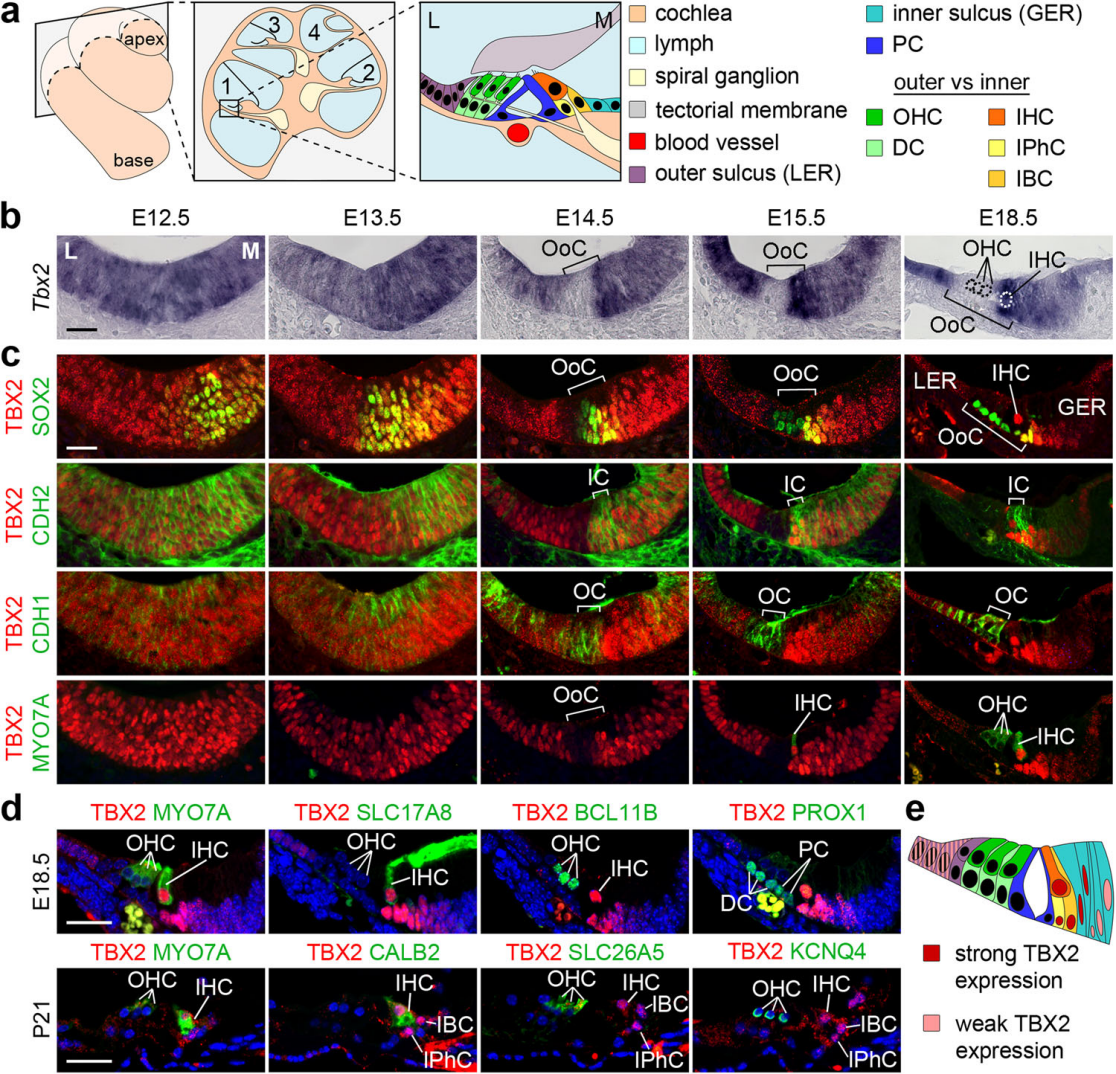
*Tbx2*/TBX2 expression is progressively confined to IHCs and ISCs during cochlear development. **a** Scheme showing the basal (1) and the apical (4) turn of the mature cochlea, a cross section through the cochlea, and a magnification of the basal turn with the cellular organization in and around the organ of Corti (OoC): with Deiters’ cells (DCs) and OHCs in the outer compartment (OC, shades of green), inner phalangeal cells (IPhCs), inner border cells (IBCs) and IHCs in the inner compartment (IC, shades of yellow) separated by pillar cells (PCs) that form the tunnel of Corti. Laterally, the OoC is flanked by cells of the outer sulcus, and medially by cells of the inner sulcus. *GER* greater epithelial ridge (primordium of the inner sulcus), *L* lateral, *LER* lesser epithelial ridge (primordium of the outer sulcus), *M* medial. **b**–**d** Expression of *Tbx2* mRNA and TBX2 protein on sections of the developing cochlea of wildtype embryos. **b** RNA in situ hybridization analysis of *Tbx2* expression in the prosensory epithelium of the cochlea at E12.5 and E13.5 as well as in the developing OoC between E14.5 and E18.5. Dotted circles mark the nucleus of the three OHCs and of one IHC in the OoC at E18.5. **c**, **d** Co-immunofluorescence analysis of expression of TBX2 with markers for differentiation (SOX2: pro-sensory cells/supporting cells; MYO7A: hair cells) and compartmentalization (CDH2: inner; CDH1: outer) from E12.5 to E18.5 (**c**) and with markers for all hair cells (MYO7A), IHCs (SLC17A8, CALB2), OHCs (BCL11B, SLC26A5, KCNQ4), DCs and PCs (PROX1) at E18.5 and P21 (**d**). *n* = 3 for each assay at each stage. Scale bars: 30 µm. **e** Scheme of TBX2 expression (red nuclei) in the OoC at E18.5. The color code is the same as in **a**.

All hair and supporting cells arise from common SOX2^+^ prosensory progenitors in embryonic development^3^. Activation of the transcription factor ATOH1 in a subset of these progenitors triggers hair cell differentiation, while Notch-mediated lateral inhibition prevents upregulation of ATOH1 in surrounding prosensory cells which subsequently differentiate into supporting cells^4,5^. Only at postnatal stages, hair cell differentiation is completed and IHCs and OHCs become functional^6^. Since mature cochlear hair cells cannot be regenerated^7^, their progressive loss due to age, excessive sound, or ototoxic drugs contributes to (age-related) deafness. Cell-based strategies may enable targeted regenerative therapies in the future but require the knowledge of factors driving hair cell diversification.

Recent work identified IKZF2 (Helios) and INSM1 as transcriptional regulators of OHC differentiation in the mouse^8,9^. IKZF2 is expressed in OHCs starting from postnatal day (P) 4. It is required for OHC maturation and is sufficient to induce an OHC-like fate in IHCs^8^. INSM1 is transiently expressed in OHCs at fetal and early postnatal stages (embryonic day (E) 15.5 - P2)^10^. Loss of this factor leads to transdifferentiation of a subset of OHCs into IHC-like cells with concomitant derepression of a set of IHC-specific genes including the T-box transcription factor gene *Tbx2*^9^. Since TBX2 acts as a patterning and differentiation factor in many developmental contexts^11^, including the anterior-ventral restriction of the neurogenic domain in the early otocyst^12^, it presents a strong candidate for an as yet unknown regulator of IHC differentiation.

Here, we characterize the dynamic expression of *Tbx2*/TBX2 during cochlear development. Using conditional deletion and misexpression approaches, we analyse the function of *Tbx2* in murine sensory cell development in a time-resolved manner. We show that prior to the onset of differentiation, TBX2 acts as a patterning factor for the inner compartment of the Organ of Corti from which IHCs and ISCs arise. At later stages TBX2 acts in a cell-autonomous manner to specify and maintain the IHC fate.

## Results and discussion

### TBX2 expression progressively restricts to IHCs and ISCs during cochlear development

To determine the expression pattern of *Tbx2* mRNA and TBX2 protein during cochlear development, we performed mRNA in situ hybridization and (co-)immunofluorescence analyses from cochlear outgrowth (E12.5) to a stage when hair cells have reached full maturity (P21) (Fig. 1b–e). At E12.5 and E13.5, *Tbx2* was widely expressed in the floor of the cochlear duct. Starting at E14.5, expression was excluded from the outer (lateral) region of the developing organ of Corti and was strongly upregulated in the inner (medial) region until E18.5. Weaker *Tbx2* expression was detected in cells of the adjacent greater and lesser epithelial ridges (Fig. 1b). TBX2 protein followed the pattern of the mRNA. Regionalisation of TBX2 expression in the developing organ of Corti succeeded the specification of prosensory cells (marked by SOX2) at E12.5 and E13.5, coincided spatially and temporarily with the formation of CDH1^+^ outer and CDH2^+^ inner compartments at E14.5, and preceded the differentiation of hair cells (marked by MYO7A) at E15.5 (Fig. 1c). Co-immunofluorescence analysis using specific markers for all hair cells (MYO7A), IHCs (SLC17A8, also known as VGLUT3; CALB2), OHCs (BCL11B; SLC26A5, also known as PRESTIN; KCNQ4), Deiters’ and pillar cells (PROX1) revealed that TBX2 is confined to IHCs and ISCs at E18.5 and P21 (Fig. 1d, e). This expression profile is compatible with a role for TBX2 in establishing and/or maintaining hair and supporting cells in the inner compartment of the organ of Corti.

### TBX2 mediates differentiation of IHCs and ISCs from prosensory progenitors

To explore the functional significance of compartmentalisation of TBX2 expression in the early development of the organ of Corti, we inactivated and misexpressed *Tbx2* in the prosensory domain at E12.5, using a tamoxifen-inducible *Sox2*^*CreERT2*^ mouse line^13^ in combination with a *loxP*-flanked *Tbx2* loss-of-function allele (*Tbx2*^*fl*^)^14^ and a *TBX2* misexpression allele which harbours a Cre-activatable TBX2-IRES-GFP expression cassette in the X-chromosomal *Hprt* locus (*Hprt*^*TBX2*^)^15,16^, respectively. Analysis of expression of a GFP reporter as well as of TBX2 protein confirmed efficient recombination and loss of TBX2 in the inner compartment of the organ of Corti in *Sox2*^*CreERT2/+*^*;Tbx2*^*fl/fl*^ (*Sox2-Tbx2LOF*) embryos and ectopic TBX2 expression at physiological levels in the medial half of the outer compartment in *Sox2*^*CreERT2/+*^*;Hprt*^*TBX2/Y(+)*^ (*Sox2-TBX2ME*) embryos as early as E14.5 (Supplementary Fig. 1).

We started the phenotypic characterization of hair and supporting cells in mutant cochleae at E18.5. In both *Sox2-Tbx2LOF* and *Sox2-TBX2ME* mutants the number of hair cells was preserved (Supplementary Fig. 2a) but they were misaligned in rows of four to five cells of width without a clear separation into one inner and three outer rows. In *Sox2-Tbx2LOF* embryos, expression of the IHC marker SLC17A8 was absent, while expression of the OHC marker BCL11B and the OHC regulator *Insm1*^9^ expanded to the innermost row of hair cells (Fig. 2a, b, Supplementary Fig. 2b). In contrast, in *Sox2-TBX2ME* cochleae the number of BCL11B^+^ OHCs was reduced while that of SLC17A8^+^ cells was increased paralleling the pattern of forced TBX2 expression (Fig. 2a, b, Supplementary Fig. 1f–h). In both transgenic conditions, a small number of hair cells lacked both SLC17A8 and BCL11B (Fig. 2a, b) indicating that these cells have not (yet) differentiated into one of the two hair cell subtypes.

**Fig. 2:**
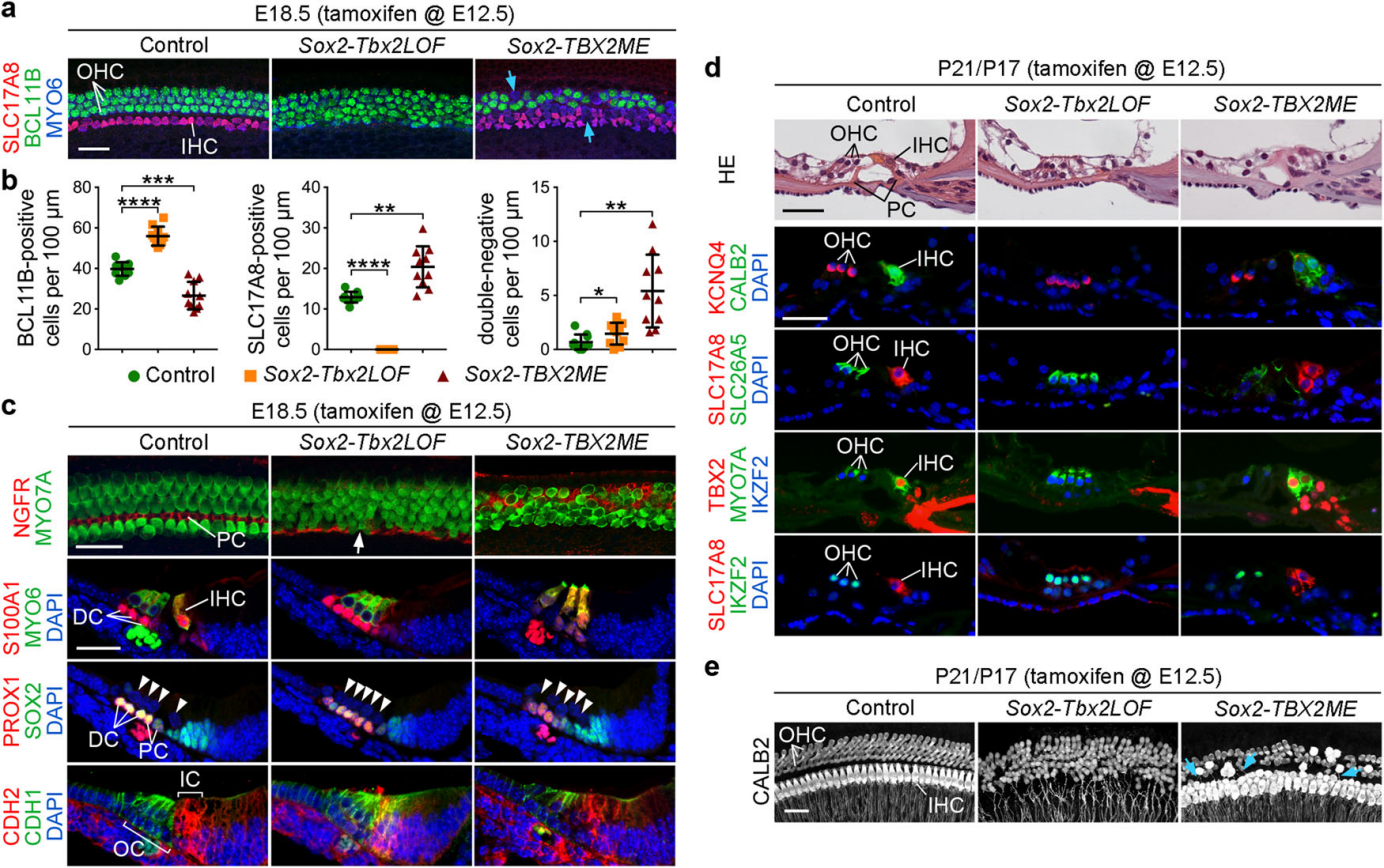
*Tbx2* regulates the differentiation of cells in the inner compartment of the Organ of Corti. **a**–**e** Analysis of hair and supporting cell differentiation in mice at E18.5 (**a**–**c**) and P21/P17 (**d**, **e**) in which *Tbx2* was ablated (*Sox2-Tbx2LOF*) or misexpressed (*Sox2-TBX2ME*) in prosensory cells by tamoxifen administration at E12.5. Note that we used male *Sox2-TBX2ME* mice, which misexpress TBX2 homogenously, for analysis at E18.5, and female *Sox2-TBX2ME* mice, which express the transgene in a mosaic fashion due to random X-chromosome inactivation, for analysis at P17. **a**, **b** Co-immunofluorescence analysis of expression of SLC17A8 (marks IHCs), BCL11B (marks OHCs) and MYO6 (marks all hair cells) on E18.5 whole cochleae (**a**) and quantification (**b**). Mean ± standard deviation, two-sided unpaired t-test with Welch’s correction or Mann-Whitney test. *p < 0.05 **p < 0.01; ***p < 0.001; ****p < 0.0001. *n* = 10 for each genotype. Blue arrows in **a** point to double-negative hair cells (SLC17A8^-^/BCL11B^-^). **c** Immunofluorescence analysis with antibodies against MYO7A/MYO6 (mark all hair cells), NGFR (pillar cells (PCs)), S100A1 (Deiters’ cells (DCs) and IHCs), PROX1 (DCs and PCs), SOX2 (all supporting cells), CDH1 (the outer compartment (OC)), CDH2 (the inner compartment (IC)) on whole cochleae (first row) and cochlear sections (second to fourth row) at E18.5. Arrow points to a gap in the shifted row of NGFR^+^ pillar cells in *Sox2-Tbx2LOF* embryos. Arrowheads point to the nuclei of hair cells. *n* = 6 for each genotype. Nuclei were counterstained with DAPI. **d** Histological staining (first row) and immunofluorescence analysis (second to fifth row) of markers for all hair cells (MYO7A), OHCs (KCNQ4, SLC26A5, IKZF2) and IHCs (CALB2, SLC17A8, TBX2) on cochlear sections of P21 control (*n* = 3), P21 *Sox2-Tbx2LOF* (*n* = 4) and P17 *Sox2-TBX2ME* mice (*n* = 2; the number of these mice was limited due to genetic burden). **e** Analysis of hair cell innervation by CALB2 immunofluorescence at the apical level of the organ of Corti of control (P21, *n* = 5), *Sox2-Tbx2LOF* (P21, *n* = 5) and *Sox2-TBX2ME* mutants (P17, *n* = 2). CALB2 marks type I afferent fibers, IHCs (strong), and OHCs (weak). Blue arrows point to fibers innervating ectopic IHC-like cells located in the outer compartment of the organ of Corti. Scale bars: 30 µm. The exact *p*-values and related source data are provided as a Source Data file.

The pattern of supporting cells followed the hair cell changes. In *Sox2-Tbx2LOF* cochleae, pillar cells (marked by NGFR) were shifted to border the innermost hair cell row. Moreover, all supporting cells underneath the hair cells strongly expressed S100A1 (marks Deiters’ cells) and PROX1 (marks Deiters’ and pillar cells), indicating a gain of OSCs at the expense of ISCs. In *Sox2-TBX2ME* mutants, NGFR^+^ pillar cells intermingled with OHC rows. Expression of PROX1 and S100A1 was strongly reduced indicating a gain of ISCs at the expense of OSCs. Hair and supporting cell changes in *Sox2-Tbx2LOF* and *Sox2-TBX2ME* embryos were accompanied by a medial expansion and reduction, respectively, of the outer compartment marker CDH1 (Fig. 2c, Supplementary Fig. 2c), pointing to disturbed compartmentalization of the organ of Corti at this stage.

Histological and molecular analysis of mice at P21 and P17, respectively, revealed that the altered patterns of hair cell types observed at E18.5 were preserved in mature *Sox2-Tbx2LOF* and *Sox2-TBX2ME* cochleae. In *Sox2-Tbx2LOF* mice, all cochlear hair cells presented features of OHCs (smaller size, smaller nucleus, expression of KCNQ4 and SLC26A5). Importantly, these cells also expressed IKZF2, the key regulator of OHC maturation. In contrast, *Sox2-TBX2ME* cochleae exhibited an increased number of hair cells with characteristics of IHCs (larger size, large nucleus, expression of SLC17A8 and CALB2) while the number of (IKZF2^+^) OHCs was correspondingly decreased (Fig. 2d). Because IHCs and OHCs differ in their neural innervation, we stained for CALB2, which labels type I afferent neurons of the spiral ganglion that exclusively contact IHCs. In *Sox2-Tbx2LOF* cochleae, the number of CALB2^+^ afferent fibers innervating the OHC-like cells in the region of the former IHC compartment was strongly reduced. 23% (168 out of 763) of the OHCs and OHC-like cells were innervated. In *Sox2-TBX2ME* cochleae, 92% (195 out of 211) of the ectopic IHC-like cells were innervated by CALB2^+^ afferents (Fig. 2e).

Together these data show that in prosensory progenitors *Tbx2* is both required and sufficient to regulate differentiation of ISCs and correctly innervated IHCs.

### TBX2 patterns prosensory progenitors in an inner and an outer compartment

The disturbed compartmentalization in *Sox2-Tbx2LOF* mice may result from a mispatterning of prosensory progenitors or from a transdifferentiation of hair and supporting cells that have been correctly specified. To discriminate between these two possibilities, we performed transcriptional profiling by microarray analysis of control and mutant cochlear ducts at E14.5 when hair and supporting cell differentiation has not yet occurred. 

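Each array compared 1 pool of *Sox2-Tbx2LOF* cochlear ducts with 1 pool of ducts from cre-negative controls, labelled with the dyes Cy3 and Cy5 and hybridised together. The 4 arrays held 8 independent pools of 23 to 27 ducts each. *Sox2-Tbx2LOF* embryos carry CreERT2, a Cre recombinase fused to part of the oestrogen receptor and active only with tamoxifen, inserted at *Sox2*, together with a *loxP*-flanked *Tbx2*. The pools on arrays 1 and 2 were female and those on arrays 3 and 4 male. Mutant RNA was labelled with Cy5 on arrays 1 and 3 and with Cy3 on arrays 2 and 4, so that the dyes were swapped within each sex. The authors deposited the output of the Agilent Feature Extraction software, which gives the brightness of every spot and of its surroundings in both dyes. The header of these files names a custom design that holds each mouse probe in 4 spots, whereas the methods name the Whole Mouse Genome Oligo v2 array. Probe identities were taken as the files give them. Median spot intensities were between 263 and 292 in Cy3 and between 496 and 563 in Cy5. The median local background was 25 in Cy3 and between 85 and 95 in Cy5. Between 71.4% and 72.0% of the probes in Cy3 and between 69.2% and 70.0% in Cy5 were well above background, and no spot was saturated. The background of these intensities was corrected with the normexp method and an offset of 50, which pulls the ratios of dim probes towards 0, and the ratios of each array were normalized by loess. Spots that the software flagged as outliers, 8.29% to 8.56% of the gene spots, were left out, and the spots of a probe were averaged. A probe was tested if it was well above background in at least 4 of the 8 channel measurements, and the brightest tested probe stood for its gene. Ratios of mutant over control of the 21042 genes thus tested were fitted with limma with a term for the dye. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 1.5. The number of arrays limits the precision of every value. Across all genes, which are not independent replicates, the ratios of mutant over control correlated with Pearson's r = 0.679 between arrays 1 and 3 and 0.616 between arrays 2 and 4, which share a dye direction. Between arrays with swapped dyes r was between −0.10 and 0.07. Among the genes called, which were chosen on these ratios, r was between 0.886 and 0.965 for all pairs of arrays.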

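The targeted gene, *Tbx2*, was read by a probe on chromosome 11 of mm9 from 85655391 to 85655450, and whether this stretch lies in the *loxP*-flanked part of the gene was not analysed here. Its log2 ratio of mutant over control was −0.12 ± 0.10 (SD, n = 4), below 0 on 4 of 4 arrays (limma SE 0.036, adjusted p = 0.124), so a lower level in whole cochlear ducts did not pass the threshold over all genes. Adjusted over the list alone of 24 genes, the targeted and inserted genes and those that the paper names, p was 0.0147. With each array left out in turn, the mean ratio stayed between −0.14 and −0.088. The log2 ratio of *Sox2*, which carries the knock-in on one allele, was 0.012 ± 0.18 (SD, n = 4; adjusted p = 0.935 from limma). The *Esr1* probe on chromosome 10 from 5489352 to 5489411 was well above background in the mutant pool of all 4 arrays and in the control pool of 0 arrays. *Esr1* was at least 4.24-fold higher in the mutant (adjusted p = 6.0e-06 from limma). Such a lower limit sets the mean normalized log2 signal of the bright pools against the mean, over the arrays, of the higher of the dim pool's own signal and the lowest signal among probes well above background. The *Esr1* probe was higher in the pool labelled mutant on 4 of 4 arrays, in both dye directions.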

*Significance Analysis of Microarrays* (SAM) identified 36 upregulated and 90 downregulated genes in the mutant. 

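Of the 21042 genes tested, 28 were called higher and 65 lower in *Sox2-Tbx2LOF* cochlear ducts. Of these 93 genes, 92 changed the same way on all 4 arrays. The exception was LOC552901, a gene named only after its values were seen, which was higher on 3 arrays. Supplementary Table 2 lists 23 of the 28 higher genes and Supplementary Table 1 lists 57 of the 65 lower genes. Without a minimum fold change, 1091 genes had an adjusted p below 0.05 from limma, 476 higher and 615 lower. Among the other ways of making the ratios, Agilent's own processed signals moved the counts most, to 52 higher and 117 lower genes, which included all 28 and all 65. With each array left out in turn, between 27 and 34 genes were higher and between 61 and 69 lower. The paper's test was also applied, rewritten from its description, to the normalized log2 signals of each dye channel. Its 2-class unpaired statistic was compared with all 70 relabellings of the 8 pools. With the delta of 1.39 and the minimum fold change given in the methods, it called 23 genes higher and 56 lower. In the relabelled data a median of 1 gene passed this delta, counted without the minimum fold change and so not on the terms of the calls. The smallest delta at which this median was 0 was 1.57, and 23 genes were then higher and 54 lower with the minimum fold change. On Agilent's processed signals the delta of 1.39 gave 33 higher and 69 lower genes.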

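*Pvalb*, *Fgf8*, *Fabp7* and *Lfng* were each read by a probe well above background in all 8 pools, and each was lower in *Sox2-Tbx2LOF* cochlear ducts on 4 of 4 arrays. The *Pvalb* probe lies on chromosome 15 of mm9 from 78021951 to 78022010. Its log2 ratio of mutant over control was −1.23 ± 0.28 (SD, n = 4; limma SE 0.037, adjusted p = 1.5e-05). Agilent's processed signals moved this value most, to −1.66. *Fabp7*, read on chromosome 10 from 57508039 to 57508098, had a log2 ratio of −1.03 ± 0.14 (SD, n = 4; limma SE 0.045, adjusted p = 5.0e-05). It is also on a list of Schwann cell precursor genes, for which glial cells carried over in the control pools were not ruled out. For *Fgf8*, on chromosome 19 from 45811355 to 45811414, the log2 ratio was −0.93 ± 0.21 (SD, n = 4; limma SE 0.073, adjusted p = 0.000405). Another *Fgf8* probe, above background in the control pool of 4 arrays but in the mutant pool of only 1, was also lower on 4 of 4 arrays, and the remaining probe was not well above background in either group. *Lfng*, on chromosome 5 from 141091224 to 141091283, fell by less. Its log2 ratio of −0.52 ± 0.069 (SD, n = 4; limma SE 0.039, adjusted p = 0.00031) is a fold change of 1.44, under the minimum of 1.5. It was called with Agilent's processed signals (−0.59) and with the authors' series value table (−0.60). For all 4 genes the change was larger than the spread between the arrays.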

Among the list of downregulated transcripts, some genes have been described to be expressed in cells of the inner compartment such as *Pvalb*^17^ and *Fgf8*^18^, *Fabp7*^19^, and *Lfng*^20^ (Supplementary Table 1). In contrast, some of the upregulated genes were previously identified as markers of the outer compartment (*Crhr1*^21,22^, *Lgr6*^23^, *Ctgf*^24^, and *Fgfr3*^25^) (Fig. 3a, Supplementary Table 2) indicating an expansion of the outer at the expense of the inner compartment at onset of organ of Corti development.

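The probes of *Crhr1*, *Lgr6*, *Ctgf* and *Fgfr3* were well above background in all 8 pools and higher in the mutant on 4 of 4 arrays. For *Fgfr3*, on chromosome 5 of mm9 from 34079649 to 34079708, the log2 ratio of mutant over control was 1.11 ± 0.27 (SD, n = 4; limma SE 0.064, adjusted p = 0.000119). *Crhr1*, on chromosome 11 from 104036691 to 104036750, had a log2 ratio of 1.09 ± 0.15 (SD, n = 4; limma SE 0.052, adjusted p = 6.4e-05), and its other probe rose by 0.92 ± 0.15. *Ctgf*, on chromosome 10 from 24318281 to 24318340, rose by 0.63 ± 0.22 (SD, n = 4; limma SE 0.059, adjusted p = 0.000933). Without array 2 its log2 ratio was 0.54, under the minimum fold change. *Lgr6*, on chromosome 1 from 136880538 to 136880597, rose by 0.48 ± 0.22 (SD, n = 4; limma SE 0.048, adjusted p = 0.0014) and was not called because its fold change was 1.40. With an offset of 10 in the background correction its log2 ratio was 0.62, with Agilent's processed signals 0.89 and with the authors' series value table 0.87, and it was called in each case. A dimmer *Lgr6* probe rose by 0.12 ± 0.042. In the female and the male pools the rise of *Fgfr3* was 1.21 and 1.01 on the log2 scale, a difference that did not pass the interaction test (adjusted p = 1.00 from limma). Of the 24 genes that are targeted, inserted or named by the paper, 19 had an adjusted p below 0.05 over all genes and 23 when adjusted over the list alone, and 14 were called either way. The study took most of these genes from these same arrays, so none of these counts is independent evidence. The 23 genes include *Etv4* and *Etv5*, which were lower here, whereas the paper describes their medial expansion in sections. The paper reasons from some of the lower genes being known from the inner compartment and some of the higher genes from the outer compartment, before hair and supporting cells differentiate. It reads these changes as an expansion of the outer compartment at the cost of the inner one when the organ of Corti begins to form.

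**Figure D1:**
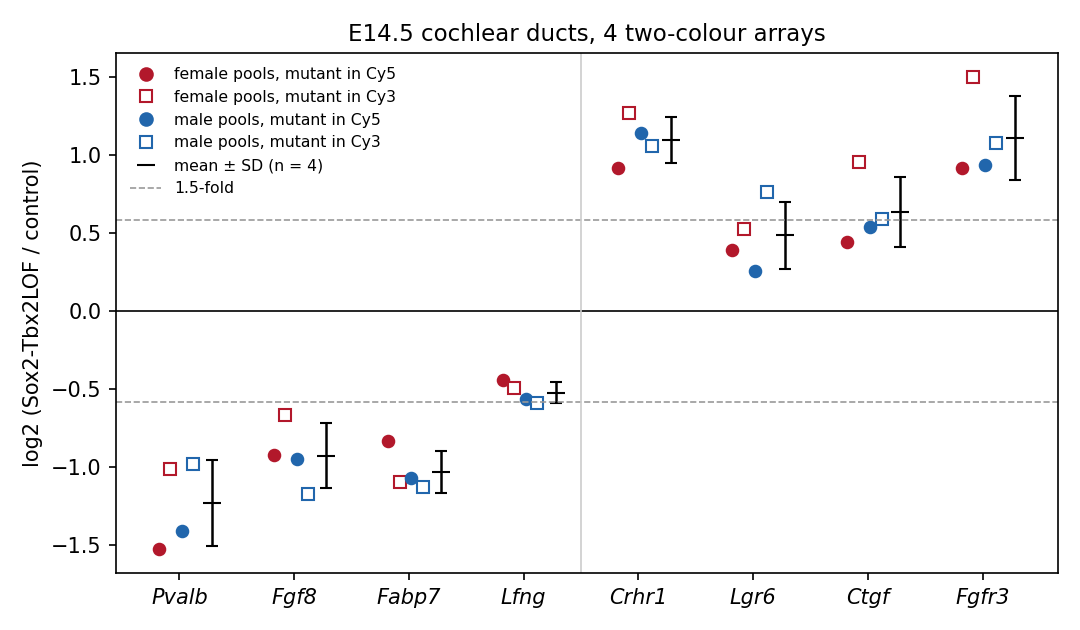
Log2 ratio of *Sox2-Tbx2LOF* over control (vertical axis) for 4 genes that the paper assigns to the inner compartment (left) and 4 that it assigns to the outer compartment (right). Each point is 1 array, coloured by the sex of the pools, with filled circles for mutant RNA in Cy5 and open squares for mutant RNA in Cy3; black bars give the mean ± SD of the 4 arrays and dashed lines a fold change of 1.5. All 16 ratios of the inner genes lie below 0 and all 16 of the outer genes above 0.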

**Fig. 3:**
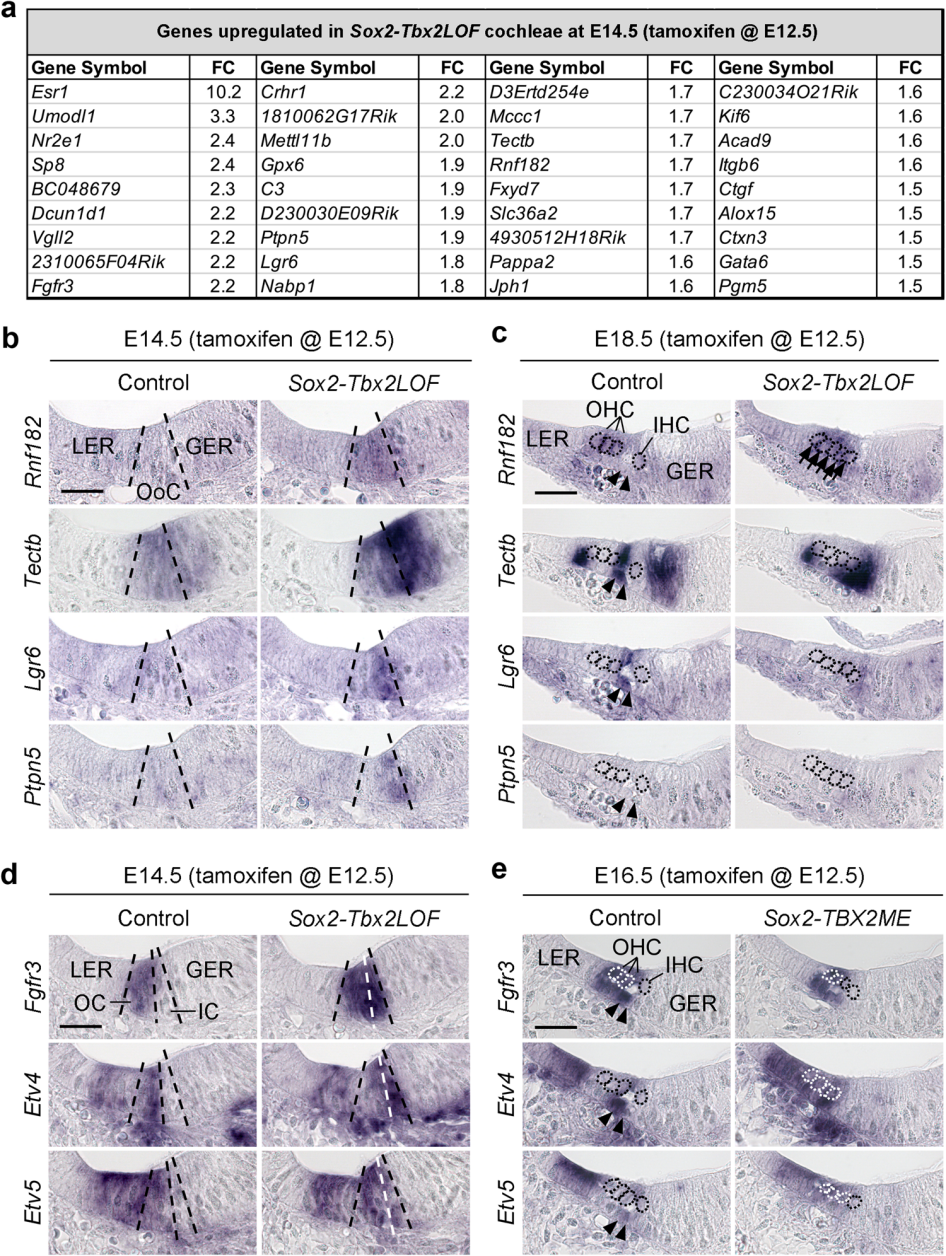
*Tbx2* patterns prosensory progenitors in the developing organ of Corti. **a**–**e** Expression analysis of genes with increased expression in microarrays of E14.5 cochleae in which *Tbx2* was ablated in prosensory cells (*Sox2-Tbx2LOF*) by tamoxifen administration at E12.5. **a** List of genes with increased expression in E14.5 *Sox2-Tbx2LOF* cochleae as detected by microarray analysis (*n* = 4). FC, fold change **b**–**e** RNA in situ hybridization analysis of selected candidates (**b**, **c**) on E14.5 (**b**) and E18.5 (**c**) cochlear sections of *Sox2-Tbx2LOF* embryos, and of *Fgfr3* and its target genes *Etv4* and *Etv5* (**d**, **e**) on cochlear sections of E14.5 *Sox2-Tbx2LOF* (**d**) and E16.5 *Sox2-TBX2ME* (**e**) embryos. *n* = 3 for each genotype at each stage. Arrows in **c** point to *Rnf182*-expressing hair cells, arrowheads to pillar cells (PCs). Dashed lines in **b**, **d** show the position of the developing organ of Corti and the subdivision into the inner compartment (IC) and outer compartment (OC). Dotted circles in **c**, **e** mark the nuclei of hair cells. Scale bars: 30 µm. *LER* lesser epithelial ridge, *GER* greater epithelial ridge, *OoC* organ of Corti.

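Among the genes of this list examined further in sections, *Tectb*, *Ptpn5* and *Rnf182* were higher in the mutant on 4 of 4 arrays. *Tectb* was read on chromosome 19 of mm9 from 55270559 to 55270618 and had a log2 ratio of 0.68 ± 0.15 (SD, n = 4; limma SE 0.037, adjusted p = 9.2e-05). Its other probe gave 0.76 ± 0.24. *Ptpn5*, on chromosome 7 from 54333225 to 54333284, had a log2 ratio of 0.89 ± 0.11 (SD, n = 4; limma SE 0.035, adjusted p = 4.3e-05). The 2 other *Ptpn5* probes gave 0.62 ± 0.11 and 0.19 ± 0.25, and the mean over the probes, 0.57, was under the minimum fold change. *Rnf182*, on chromosome 13 from 43764119 to 43764178, had a log2 ratio of 0.69 ± 0.24 (SD, n = 4; limma SE 0.083, adjusted p = 0.00345). Its call held without array 2 but not without any other array. Without array 1 and without array 3 the adjusted p was 0.0725 and 0.0517 from limma, and without array 4 the log2 ratio of 0.55 was under the minimum fold change.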

This notion was corroborated by in situ hybridization analysis of upregulated genes in E14.5 and E18.5 *Sox2-Tbx2LOF* cochleae. *Rnf182*, a gene expressed in OHCs of control animals at E18.5, was ectopically expressed in the entire developing organ of Corti at E14.5. Expression of *Tectb* was strongly enhanced in the inner compartment of the organ of Corti and in the adjacent greater epithelial ridge. *Lgr6* and *Ptpn5* were ectopically expressed in the inner compartment (Fig. 3b, c). Since *Lgr6* marks pillar cells starting from E15.5^23^, this points to a premature specification of this cell type. Together with loss of CDH2 expression in the inner compartment of the developing organ of Corti at E14.5 (Supplementary Fig. 3), these changes indicate that the inner compartment is not established in the prosensory region of *Sox2-Tbx2LOF* embryos.

We noted increased and/or ectopic expression of some candidate genes in the cochlear epithelium outside the organ of Corti in *Sox2-Tbx2LOF* embryos (Supplementary Fig. 4) pointing to a functional implication of TBX2 expression in the lesser and greater epithelial ridges.

*Fgfr3* (fibroblast growth factor receptor 3) was the only deregulated gene, which exhibited a complementary pattern of expression to *Tbx2* in the developing organ of Corti. *Fgfr3* was expressed in the outer compartment of control cochleae. Its expression expanded into the inner compartment in *Sox2-Tbx2LOF* embryos and was medially reduced in *Sox2-TBX2ME* mutants. Concordantly, expression of *Etv4* and *Etv5*, direct targets of FGF signaling^26^, was medially expanded upon *Tbx2*-deletion and the *Etv4/5*-negative outer region was lost upon *TBX2*-misexpression (Fig. 3d, e).

Previous work implicated FGF signalling in multiple aspects of cell differentiation in the outer compartment of the organ of Corti^25,27–31^. Notably, lineage tracing experiments in mouse demonstrated that OHCs, OSCs and pillar cells derive from FGFR3^+^ progenitors^32^, and deletion or inactivation of *Fgfr3* resulted in disturbed maturation of pillar cells and reduced expression of the OHC-marker SLC26A5^18,33^. This strongly suggests that *Tbx2* establishes the inner compartment of the organ of Corti by preventing FGFR3-dependent FGF signalling in this region. Given numerous reports that TBX2 acts as a transcriptional repressor in a wide variety of developmental contexts^34^, early compartmentalization of the organ of Corti may rely on direct repression of *Fgfr3* expression by TBX2.

### TBX2 maintains the fate of differentiating IHCs and ISCs

We next explored whether TBX2 is critical for maintaining the fate of cochlear hair and supporting cells. At E16.5, when these cell types are established at the base of the cochlear duct^9,10,18,35^,they still express SOX2. We therefore administered a single pulse of tamoxifen at E16.5 to *Sox2-Tbx2LOF* embryos and analysed phenotypic changes at E18.5 (Fig. 4a–c). Since we did not obtain *Sox2-TBX2ME* embryos at this stage, we limited our analysis to the loss-of-function situation.

**Fig. 4:**
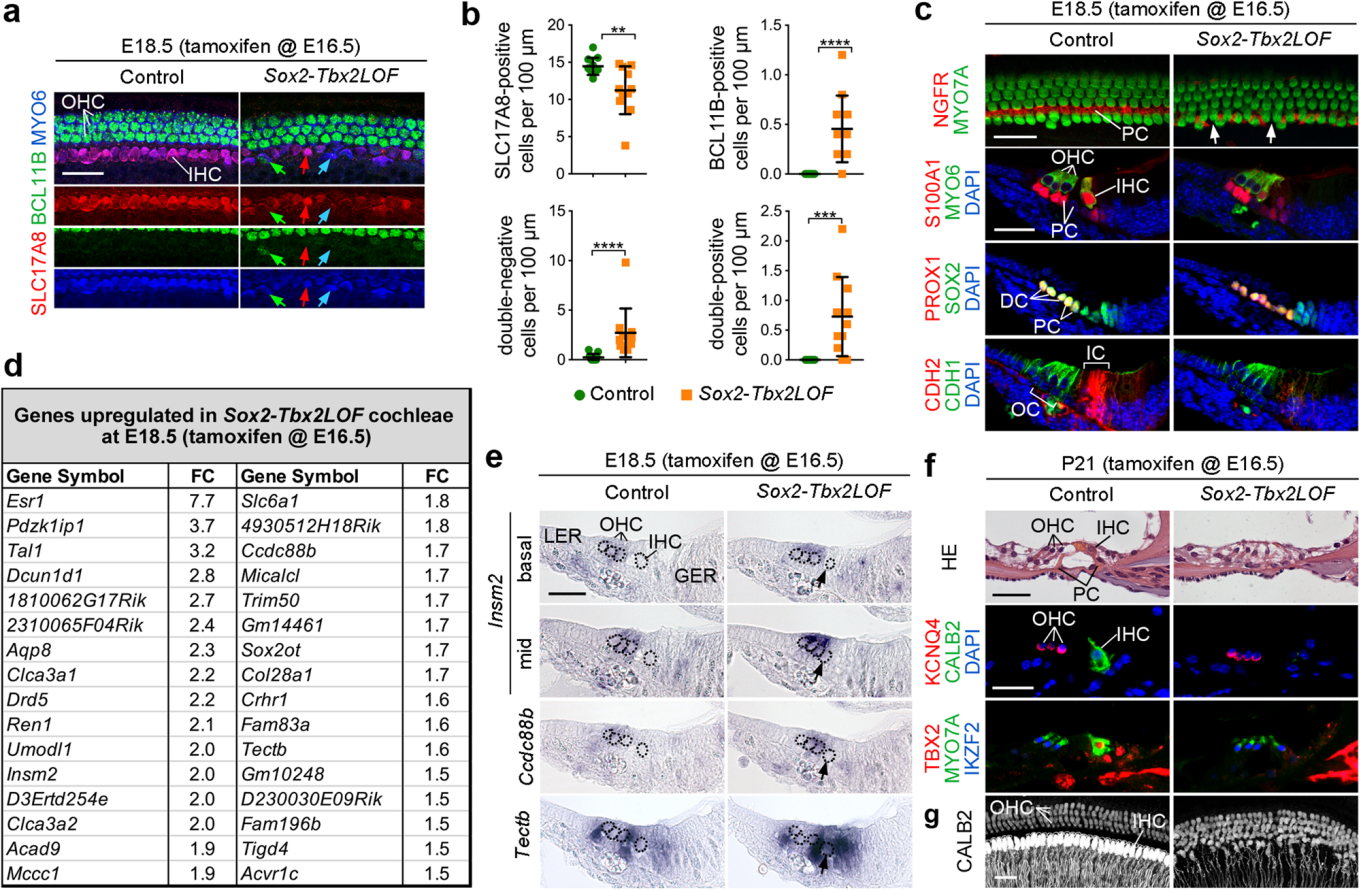
*Tbx2* maintains IHC and ISC fate by preventing transdifferentiation into OHCs and OSCs, respectively. **a**–**d** Hair and supporting cell differentiation in mice in which *Tbx2* was ablated (*Sox2-Tbx2LOF*) in SOX2^+^ cells in the organ of Corti by tamoxifen administration at E16.5. **a**, **b** (Co-)immunofluorescence analysis of IHC and OHC differentiation in E18.5 whole cochleae by antibodies against MYO6 (all hair cells), BCL11B (OHCs), SLC17A8 (IHCs). Red arrow points to a MYO6^+^/SLC17A8^+^ IHC, green arrow to a MYO6^+^/BCL11B^+^ OHC-like and blue arrow to a double-negative hair cell (SLC17A8^-^/BCL11B^-^) in the innermost hair cell row (**a**). **b** Quantification of hair cell types in the inner compartment. Mean±standard deviation, two-sided unpaired t-test with Welch’s correction or Mann-Whitney-U test. **p < 0.01; ***p < 0.001; ****p < 0.0001. *n* = 11 for each genotype. **c** (Co-)immunofluorescence analysis of supporting cell differentiation in E18.5 cochleae by antibodies against MYO7A/MYO6 (all hair cells), NGFR (pillar cells (PCs)), S100A1 (Deiters’ cells (DCs) and IHCs), PROX1 (DCs and PCs), SOX2 (all supporting cells) and of compartmentalization by antibodies against CDH1 in the outer compartment (OC) and CDH2 in the inner compartment (IC). Nuclei were counterstained with DAPI. Arrows points to gaps in the shifted and irregular row of NGFR^+^ pillar cells. *n* = 6 for each genotype. **d** List of genes with increased expression in E18.5 *Sox2-Tbx2LOF* organs of Corti as detected by microarray analysis (*n* = 4). FC, fold change. **e** Validation of selected microarray candidates by RNA in situ hybridization analysis. *Insm2* expression is shown at the basal and medial (mid) turn of the cochlear duct. Dotted circles mark the nuclei of hair cells. Arrow points to the innermost hair cell. *n* = 3 for each genotype. **f** Histological analysis (first row) and immunofluorescence (second and third row) of hair cell markers at P21: MYO7A (all hair cells), KCNQ4 and IKZF2 (OHCs), CALB2 and TBX2 (IHCs). *n* = 5 for each genotype. **g** Analysis of hair cell innervation by CALB2 immunofluorescence at the apical level of the organ of Corti of P21 control and *Sox2-Tbx2LOF* mice. CALB2 marks type I afferent fibers, IHCs (strong) and OHCs (weak). *n* = 5 for each genotype. Scale bars: 30 µm. *LER* lesser epithelial ridge, *GER* greater epithelial ridge. The exact *p*-values and related source data are provided as a Source Data file.

In *Sox2-Tbx2LOF* cochleae, the total number of hair cells was unchanged (Supplementary Fig. 5a). Hair cells in the outer compartment of the organ of Corti were perfectly aligned and expressed the OHC marker BCL11B comparable to control. In contrast, hair cells of the inner compartment were misaligned, showed partly reduced expression of IHC markers SLC17A8 and S100A1, and to some extent ectopic expression of the OHC-marker BCL11B. NGFR^+^ pillar cells were intermingled with the innermost row of hair cells. Although the number of S100A1^+^ Deiters’ cells was unchanged, the PROX1^+^ OSC population expanded medially in *Sox2-Tbx2LOF* mutants. Expression of CDH1 was normal but CDH2 was strongly downregulated in the inner compartment (Fig. 4a–c).

Transcriptional profiling of E18.5 *Sox2-Tbx2LOF* cochlear ducts by microarray analysis identified 48 down- and 32 upregulated genes. Among the genes with reduced expression, we found candidates whose specific or enhanced expression in cells of the inner compartment was previously described: *Fgf8*^18^, *Cabp2*^36^, *Slc17a8*^37^ and *Gabrg3*^38^ in IHCs, *Fgf20*^27^ and *Otol1*^39^ in ISCs, and *Npy*^32^ in inner pillar cells (Supplementary Table 3). In the list of upregulated genes, some genes have been described to be expressed in cells of the outer compartment: *Pdzk1ip1*^32^, *Tal1*^22^, *Drd5*^40^, *Insm2*^9^, and *Crhr1*^21^ (Fig. 4d, Supplementary Table 4). Only very few candidates were detectable by RNA in situ hybridization in control and mutant embryos at E18.5. *Trh*, *Il33* and *Otol1* were expressed in the inner domain of the organ of Corti and were downregulated in the mutant (Supplementary Fig. 5b). *Insm2* and *Ccdc88* showed increased expression in OHCs but were not ectopically expressed in the innermost hair cell indicating non-cell-autonomous effects of *Tbx2* loss in the outer compartment. *Tectb* was enhanced in the inner compartment and the greater epithelial ridge (Fig. 4e). *Pdzk1ip1*, *Tal1* and *Slc6a1* were expressed in Deiters’ cells in both control and mutant (Supplementary Fig. 5c). Together, marker analysis and transcriptional profiling suggest that in E18.5 *Sox2-Tbx2LOF* cochleae, hair and supporting cells of the inner compartment have undergone a partial fate shift.

At P21, almost all hair cells expressed OHC-specific markers (IKZF2, SLC26A5, KCNQ4) whereas expression of IHC-specific markers (CALB2, SLC17A8) was not detected (Fig. 4f, Supplementary Fig. 5d). Moreover, CALB2^+^ afferent fibers that normally innervate IHCs, were strongly reduced (Fig. 4g) indicating a complete conversion of IHCs to OHCs after an extended time interval. This shows that *Tbx2* is required to maintain the fate of IHCs and ISCs after E16.5 by preventing their transdifferentiation into OHC and OSC, respectively.

To address whether FGFR3-mediated signalling contributes to the observed cytodifferentiation defects in *Sox2-Tbx2LOF* embryos, we analysed the expression of some FGF signalling components at E18.5. Hair cells of the inner row lacked expression of *Fgf8* consistent with the loss of an IHC fate. Expression of *Fgfr3* was medially expanded but did not translate into expression of the FGF targets *Etv4* and *Etv5* that mark pillar cells at this stage (Supplementary Fig. 5e). This precludes transcription-dependent effects of FGFR3 signalling as contributors of hair and supporting cell fate changes in this setting.

### TBX2 cell-autonomously induces IHC fate in nascent hair cells

To manipulate *Tbx2* function specifically in hair cells, we used an *Atoh1-CreERT2* mouse line^41^ that mediates stochastic recombination in hair cells at low frequency after tamoxifen administration at E15.5 or at P0-1 (Supplementary Fig. 6). We first investigated the phenotypic consequences of manipulating *Tbx2* expression by a single pulse of tamoxifen administration at E15.5, i.e., a stage when hair cells have just appeared. We found that the total number of MYO6^+^ hair cells and their separation in one inner and three outer rows was preserved in the cochlea of both *Atoh1-CreERT2/+;Tbx2*^*fl/fl*^ (*Atoh1-Tbx2LOF*) and *Atoh1-CreERT2/+;Hprt*^*TBX2/+*^ *(Atoh1-TBX2ME*) mutants at E18.5 (Supplementary Fig. 7a, Fig. 5a). However, in the innermost hair cell row of *Atoh1-Tbx2LOF* cochleae the number of hair cells expressing the IHC marker SLC17A8 was decreased whereas the number of hair cells expressing the OHC-marker BCL11B, or none or both of these markers was increased (Fig. 5a, b, Supplementary Fig. 7b). In *Atoh1-TBX2ME* embryos, we detected a significantly increased number of SLC17A8^+^ and BCL11B/SLC17A8-double-negative hair cells in the outer compartment of the organ of Corti (Fig. 5a, c, Supplementary Fig. 7b).

**Fig. 5:**
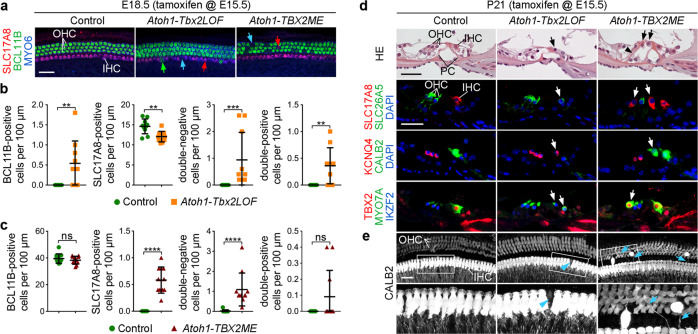
TBX2 cell-autonomously induces IHC fate in nascent hair cells. **a**–**e** Analysis of hair cell differentiation in E18.5 embryos (**a**–**c**) and P21 mice (**d**, **e**) in which *Tbx2* was ablated (*Atoh1-Tbx2LOF*) or misexpressed (*Atoh1-TBX2ME*) in individual hair cells by tamoxifen administration at E15.5. **a**–**c** (Co-)immunofluorescence analysis of IHC and OHC differentiation in E18.5 whole cochleae by antibodies against MYO6 (all hair cells), BCL11B (OHCs), SLC17A8 (IHCs). Red arrow points to MYO6^+^/SLC17A8^+^, green arrow to a MYO6^+^/BCL11B^+^ and blue arrow to a double-negative (SLC17A8^-^/BCL11B^-^) hair cell (**a**). (For single channels see Supplementary Fig. 7b). **b**, **c** Quantification of hair cell types in the inner row of hair cells in *Atoh1-Tbx2LOF* (**b**) and in the three outer hair cell rows in *Atoh1-TBX2ME* cochleae (**c**). Mean ± standard deviation, two-sided unpaired t-test or Mann-Whitney-U test. ns, not significant; **p < 0.01; ***p < 0.001; ****p < 0.0001. *n* = 10 (**b**) and *n* = 11 (**c**) for each genotype. **d** Histological analysis (first row) and immunofluorescent detection (second to fourth row) of markers for all hair cells hair (MYO7A), IHCs (SLC17A8, CALB2, TBX2) and OHCs (KCNQ4, SLC26A5, IKZF2) on cochlear sections of P21 control (*n* = 4), *Atoh1-Tbx2LOF* (*n* = 4) and *Atoh1-TBX2ME* mice (n = 7). Arrows (black in HE, white in immunodetections) point to ectopic OHCs and IHCs, respectively. Black arrowhead points to an ectopic pillar cell (PCs). Nuclei were counterstained with DAPI. **e** Analysis of hair cell innervation by CALB2 immunofluorescence at the apical level of the organ of Corti of P21 control (*n* = 5)*, Atoh1-Tbx2LOF* (*n* = 5) and *Atoh1-TBX2ME* (*n* = 7) mice. CALB2 marks type I afferent fibers, IHCs (strong) and OHCs (weak). Magnified regions are marked by rectangles. The blue arrowhead marks a hair cell in the inner row of *Atoh1-Tbx2LOF* cochleae, which lacks strong CALB2 staining (i.e., an ectopic OHC-like cell). Blue arrows point to fibers innervating hair cells strongly positive for CALB2 in the outer rows (i.e., ectopic IHC-like cells). Scale bars: 30 µm. The exact *p*-values and related source data are provided as a Source Data file.

Since we found a fate switch of supporting cells upon early loss or misexpression of *Tbx2* in the prosensory domain, we investigated whether the subtype switch of individual hair cells leads to a corresponding switch of supporting cell fate by a non-cell autonomous mechanism (i.e., without altering *Tbx2* expression in supporting cells). Immunofluorescence analysis on whole-mount preparations of E18.5 organs of Corti revealed gaps in the row of NGFR^+^ pillar cells in *Atoh1-Tbx2LOF*, but no alteration in *Atoh1-TBX2ME* mutants. Expression of the OSC marker PROX1 and the ISC marker GLAST was unaffected in both mutants (Supplementary Fig. 7c). This indicates that the proper formation of the tunnel of Corti is susceptible to the locally restricted loss of IHCs but that conversion of hair cells is not sufficient to induce the conversion of the underlying supporting cells as previously reported^42^.

Histological analysis at P21 revealed a normal structural appearance of the organ of Corti in *Atoh1-Tbx2LOF* mutants. However, hair cells located medially to pillar cells, i.e., in the inner row, expressed OHC markers (SLC26A5, KCNQ4) and the regulator of OHC-fate IKZF2 instead of IHC markers (SLC17A8, CALB2). In contrast, in *Atoh1-TBX2ME* embryos, we found ectopic IHC-like cells and supernumerary pillar cells in the outer compartment of the organ of Corti (Fig. 5d, Supplementary Fig. 8). OHC-like cells in the inner row of *Atoh1-Tbx2LOF* mutants appeared to be innervated by CALB2^+^ type I afferents (13 out of 13). In *Atoh1-Tbx2ME* cochleae 50% (9 out of 18) of the ectopic IHC-like cells were innervated (Fig. 5e). Together, these data show that TBX2 confers IHC fate cell-autonomously and independently from positional information to nascent hair cells.

### Transdifferentiation of hair cells upon neonatal *Tbx2* manipulation

We next inactivated or misexpressed *Tbx2* using the *Atoh1-CreERT2* mouse line and applying a single pulse of tamoxifen to breast feeding dams at P0-1. i.e., stage when differentiated IHCs and OHCs are established. Subsequently, the phenotypic consequences of manipulated *Tbx2* expression were analyzed at P21. The total number of hair cells in the organ of Corti was preserved in both *Atoh1-Tbx2LOF* and *Atoh1-TBX2ME* mice (Supplementary Fig. 9a) but in the innermost hair cell row of *Atoh1-Tbx2LOF* cochleae the number of SLC17A8^+^ hair cells was decreased whereas the number of SLC26A5^+^ hair cells was increased (Fig. 6a, b). Conversely, in *Atoh1-TBX2ME* embryos, we detected a decreased number of SLC26A5^+^ and increased number of SLC17A8^+^ hair cells in the outer compartment of the organ of Corti (Fig. 6a, c). In contrast to the analysis at E18.5, we did not find any SLC26A5/SLC17A8-double-positive or -negative hair cells (Supplementary Fig. 9b, c) indicating that non-committed hair cells differentiate to a specific hair cell type after birth.

**Fig. 6:**
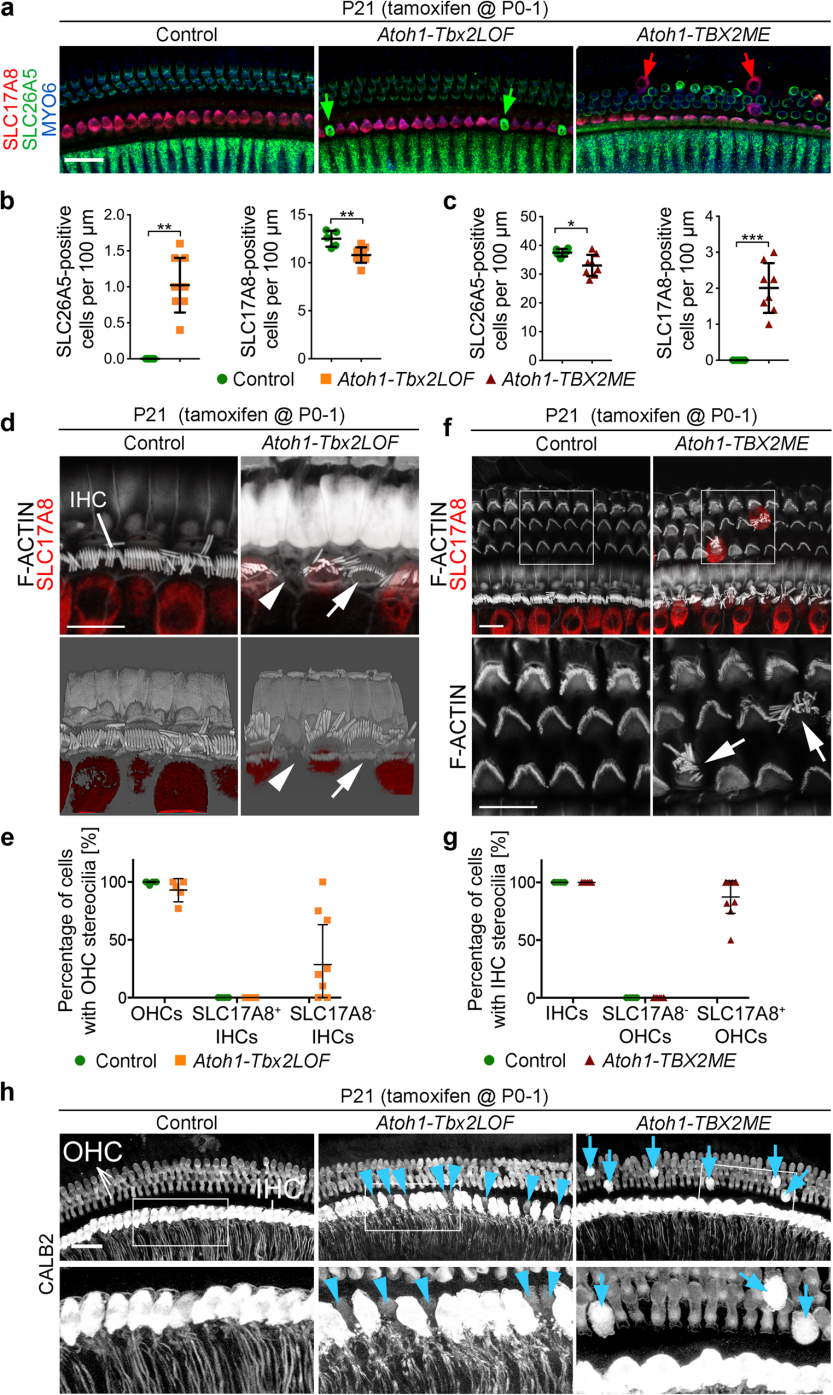
Postnatal *Tbx2* inactivation or misexpression causes cell-autonomous transdifferentiation of hair cells. **a**–**h** Analysis of hair cell differentiation in P21 mice in which *Tbx2* was ablated (*Atoh1-Tbx2LOF*) or misexpressed (*Atoh1-TBX2ME*) in individual hair cells by tamoxifen administration at P0-1. **a**–**c** Co-immunofluorescence analysis of hair cell differentiation with markers for all hair cells (MYO6), IHCs (SLC17A8) and OHCs (SLC26A5). Green arrows point to ectopic and small MYO6^+^/SLC26A5^+^ OHCs in the innermost hair cell row of *Atoh1-Tbx2LOF* mice. Red arrows point to ectopic and large MYO6^+^/SLC17A8^+^ IHCs in the outermost hair cell rows of *Atoh1-TBX2ME* mice. *n* = 10 for each genotype (**a**). **b**, **c** Quantification of SLC26A5^+^ and SLC17A8^+^ hair cells in the inner compartment of *Atoh1-Tbx2LOF* (n = 5 for controls, *n* = 9 for mutants) (**b**) and the outer compartment of *Atoh1-TBX2ME* (*n* = 6 for controls, n = 8 for mutants) (**c**) organs of Corti at the basal level. Mean±standard deviation, two-sided unpaired t-test or Mann-Whitney-U test. **, *p* < 0.01; ***p < 0.001. **d**–**g** Analysis of stereocilia bundles by immunofluorescence and 3D-reconstructions in organs of Corti of controls (*n* = 6), *Atoh1-Tbx2LOF* (*n* = 8) (**d**, **e**) and *Atoh1-TBX2ME* embryos (*n* = 12) (**f**, **g**). F-ACTIN was detected with fluorophore-conjugated-Phalloidin, IHCs by an antibody against SLC17A8. **d** Arrowheads point to SLC17A8^-^ hair cells without stereocilia, arrows to SLC17A8^-^ hair cells with OHC stereocilia bundle morphology in the inner compartment. **e** Quantification of hair cells with OHC bundle morphology. Weighted Mean±standard deviation. **f** Arrows point to SLC17A8^+^ hair cells with IHC stereocilia bundle morphology in the outer compartment. **g** Quantification of hair cells with IHC bundle morphology. Weighted Mean±standard deviation. **h** Analysis of hair cell innervation by CALB2 immunofluorescence at the apical level of the organ of Corti of control (*n* = 5), *Atoh1-Tbx2LOF* (*n* = 5) and *Atoh1-TBX2ME* (*n* = 10) mice. Blue arrowheads point to small CALB2-negative hair cells (i.e., OHC-like cells) in the inner row of the *Atoh1-Tbx2LOF* cochlea; blue arrows point to large CALB2-positive cells (i.e., IHC-like cells) in the outer rows of a *Atoh1-TBX2ME* cochlea. Note that these IHC-like cells are not innervated. Scale bars: 30 µm. The exact *p*-values and related source data are provided as a Source Data file.

IHCs and OHCs differ in stereocilia bundle morphology. Whereas OHCs have shorter stereocilia that are arranged in V-shaped bundles, IHC stereocilia are longer and arranged in linear bundles. Co-staining of F-ACTIN and SLC17A8 demonstrated that upon loss of *Tbx2* 29% of the SLC17A8^-^ IHCs had stereocilia with bundle morphology resembling that of OHCs whereas 71% of these hair cells had no stereocilia at all (Fig. 6d, e). This indicates that *Tbx2* is required to maintain IHC fate at postnatal stages, but that these *Tbx2*-deficient hair cells do not completely convert to OHCs. Upon misexpression of *TBX2* 87% of the SLC17A8^+^ OHCs (i.e., ectopic IHC-like cells) exhibited stereocilia with a bundle morphology resembling that of IHCs (Fig. 6f, g) indicating a robust conversion from OHC to IHC identity.

OHC-like cells in the inner row of *Atoh1-Tbx2LOF* cochleae were innervated by CALB2^+^ type I afferents (32 out of 32). In *Atoh1-Tbx2ME* cochleae, only 7% of the ectopic IHC-like cells (12 out of 162) were innervated by CALB2^+^ fibers indicating that innervation patterns of hair cells are stably established before birth (Fig. 6h). We conclude that neonatal *Tbx2* inactivation or misexpression causes cell-autonomous transdifferentiation of hair cells, which however, maintain their initial innervation pattern.

While we were in the process of revising this manuscript, a study reported that embryonic and neonatal differentiating IHCs acquire phenotypic characteristics of OHCs when *Tbx2* was conditionally deleted in these cells^43^. Our study confirms that *Tbx2* is required to prevent this fate switch but additionally uncovered that TBX2 is sufficient to induce complete OHC-to-IHC conversion upon ectopic activation during fetal stages, whereas a partial fate shift without proper innervation occurred when TBX2 was misexpressed postnatally.

Our study also found that the function of TBX2 as a differentiation factor is not limited to hair cells but extends to supporting cells. Moreover, we show that prior to cell differentiation TBX2 acts as a patterning factor by specifying the inner compartment of the organ of Corti, which subsequently gives rise to IHCs and ISCs. 

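In the E14.5 cochlear ducts, 3 probes read *Fgfr3*, all on chromosome 5 of mm9. The brightest, which stood for the gene, had a normalized log2 signal of 13.63 ± 0.31 in *Sox2-Tbx2LOF* pools and 12.52 ± 0.23 in control pools (SD, n = 4 each). A probe from 34077856 to 34078090 was higher in the mutant on 4 of 4 arrays, by a log2 ratio of 0.36 ± 0.11 (SD, n = 4). The probe from 34074696 to 34074755 was not well above background in either group. The mean over the tested probes gave a log2 ratio of 0.73 and the call remained (adjusted p = 0.000169 from limma). With each array left out in turn, the ratio of the brightest probe stayed between 1.00 and 1.21 and *Fgfr3* was called on each set of arrays. The E18.5 arrays were not analysed here.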

Our transcriptional profiling experiments suggest that *Fgfr3* is a critical target of TBX2 during its early patterning function, while its latter role in differentiated IHCs is possibly mediated by repression of regulators of OHC fate such as IKZF2.

Together, the two studies defined that TBX2 sets up the transcriptional network driving inner hair and supporting cell fate in the Organ of Corti. This finding paves the way to further unravel the molecular circuits of cochlear hair and supporting cell differentiation and rationalizes therapeutic avenues in hair cell-related hearing disorders.

## Methods

### Ethics and animals

Up to four mice per cage were housed with ad libitum access to food and water under conditions of regulated temperature (22 °C) and humidity (50%) and a 12-h light/ dark cycle at the central animal laboratory of Hannover Medical School. The experiments were in accordance with the German Animal Welfare Legislation and approved by the local Institutional Animal Care and Research Advisory Committee and permitted by the Lower Saxony State Office for Consumer Protection and Food Safety (Permit Number: 33.12-42502-04-19/3081).

All mouse alleles employed in this study have previously been described and were maintained on an NMRI genetic background. A conditional floxed allele of *Tbx2* [*Tbx2*^*tm2.1Vmc*^, synonym: *Tbx2*^*fl*^]^14^ was provided by Vincent Christoffels; an allele with insertion of the human *TBX2* gene at the *Hprt* locus [*Hprt*^*tm2(CAG-TBX2,-EGFP)Akis*^, synonym: *Hprt*^*TBX2*^]^15^ was generated in house. The double fluorescent Cre reporter line *Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato,-EGFP)Luo/J*^ [#007576, synonym: *R26*^*mTmG*^]^44^, the tamoxifen-inducible *CreERT2* driver lines *Sox2*^*CreERT2*^ [#017593, *Sox2*^*tm1(cre/ERT2)Hoch*^]^13^ and *Atoh1-CreERT2* [#007684, Tg(Atoh1-cre/Esr1*)14Fsh]^41^ were obtained from The Jackson Laboratory. The *Hprt*^*TBX2*^ strain is available upon request from Andreas Kispert.

Embryos for *Tbx2*/TBX2 expression analyses were derived from matings of NMRI wild-type mice. For generation of loss-of-function mutants *Sox2*^*CreERT2/+*^*;Tbx2*^*fl/fl*^ males were mated with *Tbx2*^*fl/fl*^*;R26*^*mTmG/mTmG*^ females to obtain *Sox2*^*CreERT2/+*^*;Tbx2*^*fl/fl*^*;R26*^*mTmG/+*^ (*Sox2-Tbx2LOF*) mice, and *Atoh1-CreERT2/+;Tbx2*^*fl/fl*^ males with *Tbx2*^*fl/fl*^*;R26*^*mTmG/mTmG*^ females to obtain *Atoh1-CreERT2/+;Tbx2*^*fl/fl*^*;R26*^*mTmG/+*^ (*Atoh1-Tbx2LOF*) mice. For generation of misexpression mutants *Sox2*^*CreERT2/+*^ males were mated with *Hprt*^*TBX2/TBX2*^ females to obtain *Sox2*^*CreERT2/+*^*;Hprt*^*TBX2/Y(+)*^ (*Sox2-TBX2ME*) mice, and *Atoh1-CreERT2/+* males with *Hprt*^*TBX2/TBX2*^ females to obtain *Atoh1-CreERT2/+; Hprt*^*TBX2/Y(+)*^ (*Atoh1-TBX2ME*) mice. For generation of *mTmG*-positive controls, *Sox2*^*CreERT2/+*^ and *Atoh1-CreERT2/+* males were mated with *R26*^*mTmG/mTmG*^ females to obtain *Sox2*^*CreERT2/+*^*;R26*^*mTmG/+*^ and *Atoh1-CreERT2/+;R26*^*mTmG/+*^ mice, respectively. *Cre*-negative littermates or *Sox2*^*CreERT2/+*^*;R26*^*mTmG/+*^ and *Atoh1-CreERT2/+;R26*^*mTmG/+*^ mice served as controls.

For embryonic staging, the detection day of a vaginal plug was defined as embryonic day (E) 0.5. To induce recombination, 4 mg of tamoxifen (#T5648, Sigma-Aldrich) dissolved in corn oil (#C8267, Sigma-Aldrich) were orally applied to timed pregnant or breast-feeding dams in a single pulse at E12.5, E15.5, E16.5 or P0-1. From E15.5 onwards, 2 mg of progesterone (#P8783, Sigma-Aldrich) were additionally applied. Pregnant females and juvenile mice were euthanized by cervical dislocation, neonates were euthanized by decapitation. Embryos at E14.5, E16.5 and E18.5, neonates at P4 and juveniles at P17/21 were collected for analyses. Both sexes were interchangeably used with the exception of *Sox2-TBX2ME* mice, where we used male mice at embryonic stages and female mice at postnatal stages. The sample size was not predetermined by statistical methods. The experiments were not blinded due to the obvious phenotype. For all experiments, animals were assigned to groups based on their genotype.

### Tissue collection and preparation

Embryos were dissected in phosphate-buffered saline (PBS) and decapitated. For organ of Corti whole-mount preparations, cochleae were isolated in PBS and non-sensory epithelia (stria vascularis, Reissner’s membrane) were removed. Embryonic heads and cochlear whole-mounts were then fixed overnight in 4% paraformaldehyde (PFA)/PBS (#A3813, AppliChem) at 4 °C, dehydrated through an ascending methanol series (diluted in PBS) and stored in absolute methanol at −20 °C until use.

For collection of older tissue (P21), inner ears were isolated in PBS after decapitation, fixed in 4% PFA overnight and decalcified for 2 days in 0.5 M EDTA/PBS (#A2937, AppliChem), pH7.4, at 4 °C. Whole organs of Corti were isolated from inner ears after decalcification and dissected into three pieces (basal, medial, apical). Inner ears and cochlear whole-mounts were then dehydrated and stored in absolute methanol at −20 °C until use.

Genotypes were determined by sorting of GFP-expressing tissues and by PCR on genomic DNA prepared from embryonic tissues or ear clips.

### Histological analysis

Embryonic heads or postnatal inner ears were embedded in paraffin wax and sectioned to 5-µm. Sections were stained with Hematoxylin (#GHS332, Sigma-Aldrich) for 45 s, blued in 0.5% sodium-acetate for 1 min and counterstained with Eosin Y solution (#HT110132, Sigma-Aldrich) for 60-90 s.

### Immunohistochemistry on sections

Detailed information on antibodies, including order number and working concentrations, can be found in Supplementary Table 5. Tissue was embedded in paraffin wax and sectioned to 5-µm, followed by deparaffinization in Roti-Histol (#6640, Roth) and rehydration in a descending ethanol/H_2_O series. For embryonic sections (E14.5, E16.5, E18.5), epitope retrieval was accomplished with citrate-based antigen unmasking solution (#H-3300, Vector Laboratories) for 15 min at 100 °C. Postnatal tissue sections (P17/21) were subjected to heat-induced antigen retrieval 10 mM Tris-HCl/2 mM EDTA buffer, pH 9.0, for 90 min at 80 °C. Endogenous peroxidase activity was blocked by incubation in 3% H_2_O_2_/PBS (#AP121076.1211, AppliChem) for 15 min at room temperature (RT). All washing steps were performed using 0.1% Tween-20 in PBS (PBST). Samples were blocked with TNB Blocking Buffer (#FP1012, PerkinElmer) for 1 h. For antibodies generated in mice an additional IgG blocking step was performed using the M.O.M. Mouse Ig Blocking Reagent (#MKB-2213-1, Vector Laboratories). After blocking, sections were incubated with primary antibodies (diluted in TNB) overnight at 4 °C, followed by appropriate secondary and sometimes tertiary antibodies in TNB for 1 h at RT. Sections were counterstained with DAPI (0.1 µg/ml in PBST, #6335, Roth) for 10 min and mounted with Immunoselect Antifading Mounting Medium (#SCR-038447, Dianova).

For weakly expressed proteins, biotin-labelled secondary antibodies (1 h at RT) and the Tyramide Signal Amplification Kit (TSA, #NEL702001KT/NEL701001KT, PerkinElmer) were used for signal detection. HRP-conjugated streptavidin was diluted in TNB (1:100) and applied to sections for 30 min to 1 h at RT, whereas incubation with TSA reagent was performed for 10 to 15 min at RT in accordance with the manufacturer’s protocol.

For sequential double amplification, a 30 min 6% H_2_O_2_/PBS and an Avidin/Biotin block (15 min each, #SP-2001, Vector Laboratories) were performed in between the two amplification steps.

For sequential double labelling with two primary antibodies generated in the same host, masking of the first primary antibody was performed using the following unconjugated FAB fragments: goat-anti-rabbit FAB fragment (#111-007-003, Dianova), donkey-anti-mouse FAB fragment (#715-007-003, Dianova).

### Immunohistochemistry on cochlear whole-mount preparations

Cochlear whole-mounts were rehydrated in a descending methanol/PBS series. For the first permeabilization step, whole-mounts were treated with proteinase K (10 µg/ml, #RP102B, 7Bioscience) diluted in buffer for 2 min at RT. Digestion was stopped by washing in 0.2% glycine/PBS (#A1067, Applichem). For all following permeabilization or washing steps 0.3% Triton X-100 in PBS was used. Endogenous peroxidase activity was blocked by incubation in 3% H_2_O_2_/PBS for 15 min at RT. Samples were blocked with 20% heat-inactivated FCS in PBS-Triton for 1 h at RT, followed by an overnight incubation with primary antibodies, diluted in blocking solution, at 4 °C. Appropriate secondary and sometimes tertiary antibodies were applied to cochlear whole-mounts for 2 h at RT.

For detection of BCL11B, antigen retrieval was required prior to the blocking step. This was performed using 10 mM sodium citrate, pH 6 with 0.25% Triton X-100 for 30 min at 90 °C, followed by cooling down at RT for 30 min.

For visualization of NGFR (P75^NTR^), a biotin-labelled secondary antibody (2 h at RT) and the TSA Kit were used. Cochlear whole-mounts were incubated with the staining reagent for 30 min at RT, followed by washing with PBS-Triton on ice and inactivation of the horseradish peroxidase by incubation in 6% H_2_O_2_/PBS for 30 min at RT.

For co-staining of SLC17A8 and F-actin, non-methanol treated cochlear whole-mounts were used and counterstained with Phalloidin-iFluor488 (#ab176753, abcam, 1:1500) for 1 h at RT.

If required, cochlear whole-mount preparations were counterstained with DAPI. All specimens were mounted in Immunoselect Antifading Mounting Medium (SCR-038447, Dianova).

### Generation of antisense RNA in situ probes

In vitro transcription of digoxigenin-labelled-antisense RNA probes from DNA templates was performed using digoxigenin-labelling mix (#11277073910, Sigma) and T7/T3/SP6-RNA-Polymerases (#M0251/11031163001/M0207, NEB/Sigma-Aldrich).

For transcripts, for which no DNA template was available, primers pairs were designed using the MacVector software (version 16.0.8), modified with an additional T7-promoter sequence at the 5′ end of the reverse primer, and used for PCR based amplification of DNA templates from genomic DNA or cDNA. Accuracy of all probe templates was confirmed by sequencing.

Primer sequences used for amplification of DNA templates are listed in Supplementary Table 6.

### RNA in situ hybridization

In situ hybridization analysis was performed on 10-µm paraffin sections following a standard procedure with digoxigenin-labelled antisense riboprobes^45^. In brief, sections were deparaffinized, rehydrated in a descending ethanol/water series, and then treated with 10 µg/ml proteinase K (#RP102B, 7Bioscience) diluted in Tris-HCl buffer solution, pH 7.4, for 7 min at 37 °C. Followed by a 5 min incubation in 0.2% glycine/PBS, and re-fixation in 4% PFA/0.2% glutaraldehyde for 20 min at RT. Hybridization with digoxigenin-labelled riboprobes was performed overnight at 70 °C. After two 30 min washing steps in saline sodium citrate/formamide at 65 °C and a blocking step at RT, sections were incubated with sheep-anti-digoxigenin Fab fragments conjugated with alkaline phosphatase (1:4000, #11093274910, Roche) for 2 h at RT. Staining reaction was developed using the BM Purple AP substrate precipitating solution (#11442074001, Sigma Aldrich) to localize bound anti-digoxigenin antibody.

### Microarray analysis of cochlear ducts

For the E14.5 microarray analysis, whole cochlear ducts were isolated in Leibovitz’s L15 Medium (#F1315, Biochrom) and the spiral ganglion was removed. For the E18.5 microarray analysis, cochlear ducts were isolated in Leibovitz’s L15 Medium and dissected into two halves. The spiral ligament and the spiral ganglia were removed from the basal half and the remaining sensory tissue was collected for analysis. Immediately after dissection/isolation the tissue was frozen using dry ice and stored at −80 °C until use.

For the E14.5 microarray analysis, four independent sex-sorted pools per genotype, each containing 23–27 cochlear ducts, were collected from *Sox2-Tbx2LOF* mutants and cre-negative controls after a single pulse of tamoxifen at E12.5. For the E18.5 microarray analysis four independent sex-sorted pools per genotype, each containing 16–20 organs of Corti from the basal half of the cochlear duct, were collected from *Sox2-Tbx2LOF* mutants and cre-negative controls after a single pulse of tamoxifen at E16.5. After total RNA extraction using the peqGOLD RNAPure reagent (#732-3312, Peqlab) according to the manufacturer’s instructions, samples were sent to the Research Core Unit Transcriptomics of Hannover Medical School where they were hybridized to Agilent Whole Mouse Genome Oligo v2 (4x44K) Microarrays (#G4846A, Agilent Technologies) in a dual-colour mode.

Deregulated genes were determined with the software *Significance Analysis of Microarrays* 5.0 (SAM, Stanford University, CA, USA)^46^. For the analysis normalized expression data was assessed by two class unpaired comparison with *t*-statistics (*n* = 4). The value of *k* for the *k*-nearest-neighbor algorithm was set to 10 (default), the number of permutations was 100 (default). For the significance cut-off we used a minimum fold change of 1.5 and values for *delta* (1.39 for E14.5, 1.15 for E18.5) that resulted in an estimated false discovery rate (FDR) of zero.

### Image acquisition and analysis

Sections were photographed using the Leica DM5000 microscope with a Leica DFC300FX digital camera and Leica Firecam for Mac 1.9 software or the Leica DM6000 microscope with a Leica DFC350FX digital camera and Leica Application Suite X (3.0.1) software. Images of cochlear whole-mounts were acquired using the confocal laser scanning microscope Leica TCS SP8 and HC PL APO 20x/0.75 IMM, 40×/1.10 WATER, 63×/1.40 OIL CS2 objectives and Leica LAS X 3.5.5 software. Images were processed using Leica LAS X 3.0.1 (3D-reconstructions), FIJI/ImageJ 2.3.0 and Adobe Photoshop CS4.

### Quantifications and statistical analysis

Quantification of specific cell types on cochlear whole-mounts at E18.5 occurred in two steps. First, a 500 µm-long region of the organ of Corti at the mid-basal level of the cochlear duct was defined. Second, MYO6^+^ cells were counted within this area (approx. 260 cells per sample) and each and every hair cell was analysed for expression of BCL11B and/or SLC17A8. For analysis at P21, we defined 400-500 µm-long regions at the basal level of the organ of Corti and MYO6^+^ hair cells were analysed for expression of SLC25A6 and SLC17A8. Measurements and cell counts were performed using FIJI/ImageJ 2.3.0 (NIH) and Adobe Photoshop CS4 software. Cell counts were normalized to a length of 100 µm of cochlea in Microsoft Excel 16.16.27.

Statistical analyses were performed using GraphPad Prism7 and JASP (version 0.13.1). Normal distribution of data was tested using the D’Agostino & Pearson and Shapiro-Wilk normality test (normal distribution if *p*-values ≥ 0.05) and Q-Q-plots. Equality of variances was assessed by performing the F- and Levene’s test (equal variances if *p*-values ≥ 0.05). For comparison of two groups with normal distribution (parametric) and equal variances we used the unpaired two-tailed t-test. For comparison of two groups with normal distribution and unequal variances we used the two-tailed Welch’s t-test. For comparison of two groups with nonparametric distribution we used the two-tailed Mann-Whitney U test. Results were expressed as mean ± SD. A *p*-value < 0.05 was considered statistically significant.

For the quantification of type I afferent innervation of ectopic OHCs and ectopic IHCs in *A*t*oh1-Tbx2LOF* and *Atoh1-TBX2ME* cochleae, respectively, at P21, apical regions of the organ of Corti were stained for CALB2, which is strongly expressed in Type I afferents and IHCs and weakly in OHCs. Weak-CALB2-positive ectopic OHCs or strong-CALB2-positive ectopic IHCs were counted in single or multiple non-overlapping maximum-intensity-projection-images of the organ of Corti per individuum each covering a length of 246 µm (summing up to regions with lengths of 246 to 738 µm). Then the overall-percentage of these cells, that were innervated with CALB2-positive afferents, was determined. Due to low recombination in P21 *Atoh1-Tbx2ME* (Tamoxifen at E15.5) mutants, all CALB2^+^ ectopic IHCs in the entire apical region were counted.

For the quantification of the stereocilia phenotypes of ectopic OHCs and IHCs in *A*t*oh1-Tbx2LOF* and *Atoh1-TBX2ME* cochleae at P21, all SLC17A8-positive (ectopic) IHCs and SLC17A8-negative (ectopic) OHCs were analysed in single or multiple non-overlapping z-stacks of the organ of Corti per individuum each covering a length of 74 µm. We counted the cells of a given cell type according to their stereocilia phenotype and calculated the (weighted) percentages. For several mutants, OHC stereocilia were not included in the z-stacks, and therefore neglected for the cell counts.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All relevant data in this study are available within the article, Supplementary Data or Source Data. Microarray data have been deposited in Gene Expression Omnibus under the accession numbers GSE180500 and GSE180501. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: TBX2 specifies and maintains inner hair and supporting cell fate in the Organ of Corti
**Source:** Nat Commun. 2022 Dec 9;13:7628. doi: 10.1038/s41467-022-35214-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**TBX2 specifies and maintains inner hair and supporting cell fate in the Organ of Corti**

**Marina Kaiser<sup>1</sup>, Timo Lüdtke<sup>1</sup>, Lena Deuper<sup>1</sup>, Carsten Rudat<sup>1</sup>, Vincent M. Christoffels<sup>2</sup>, Andreas Kispert<sup>1,\*</sup> & Mark-Oliver Trowe<sup>1,\*</sup>**

# Supplementary Fig. 1

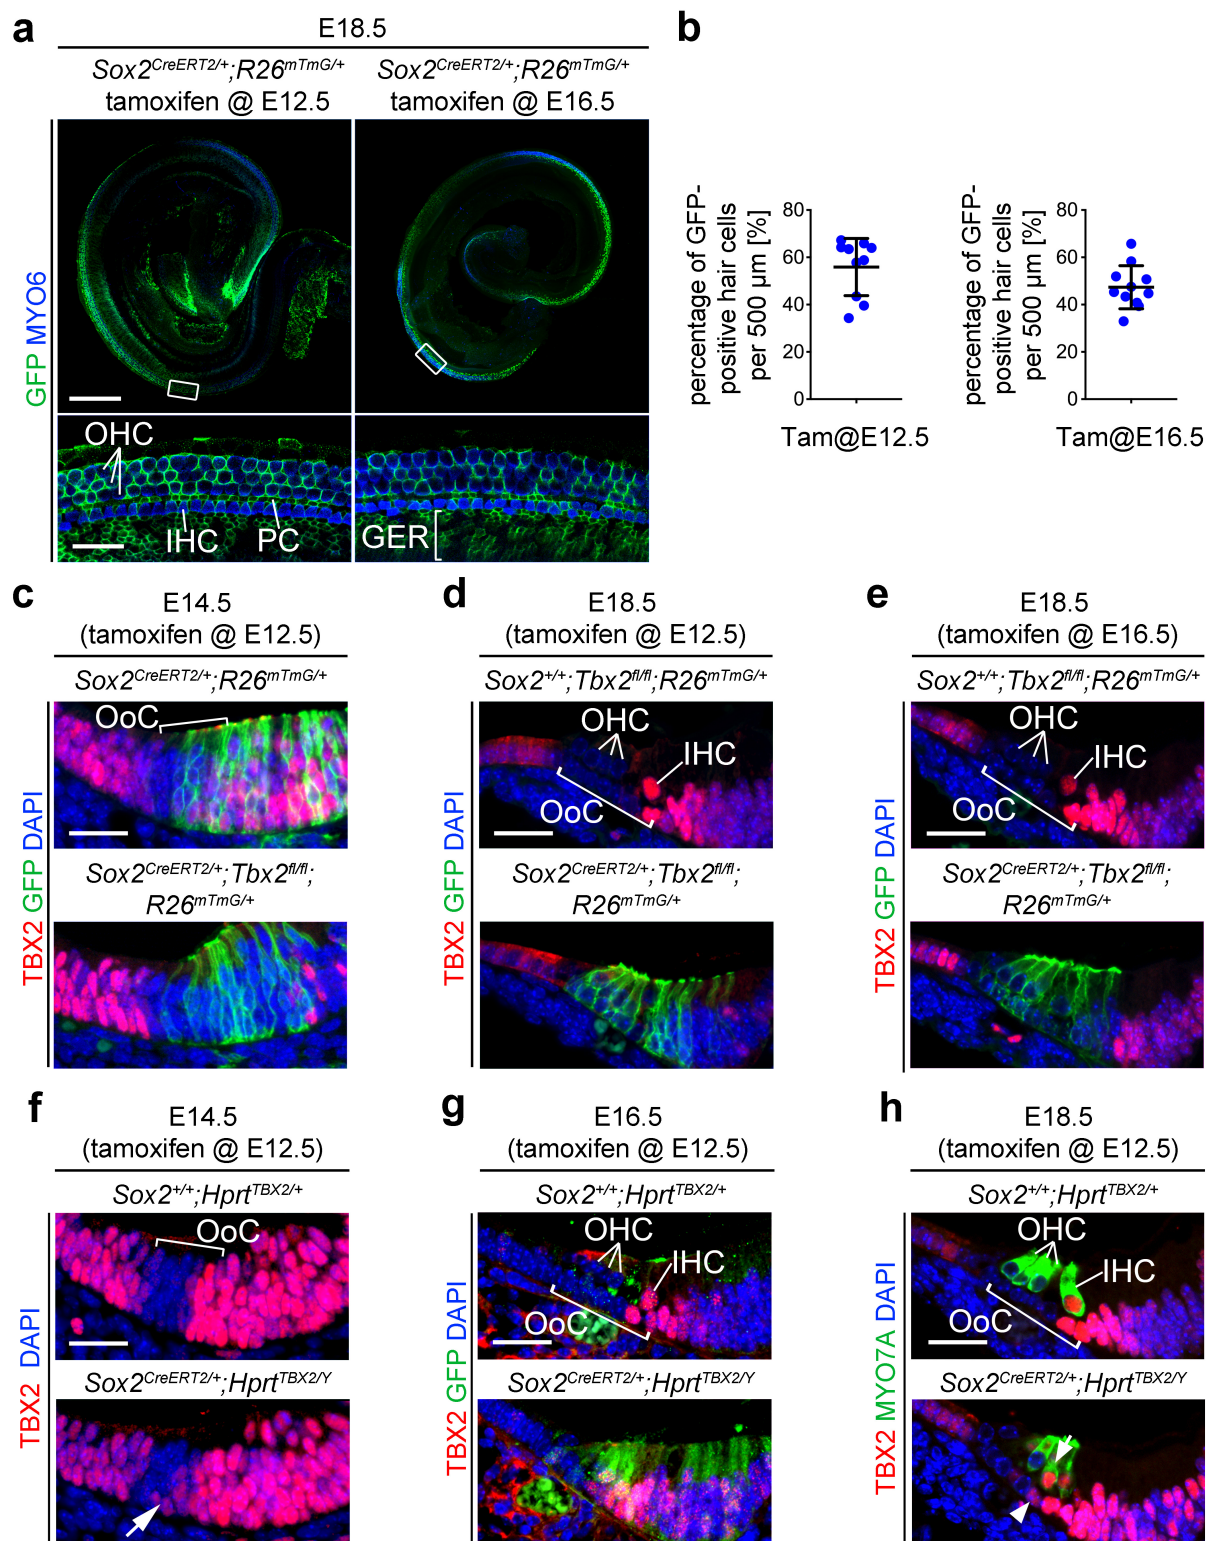

**Supplementary Fig. 1 | Efficient manipulation of TBX2 expression in the prosensory region of the cochlea using the Sox2<sup>CreERT2</sup> mouse line. a-h** Immunofluorescence analyses of GFP expression from a R26<sup>mTmG</sup> reporter and of TBX2 after tamoxifen-induced activation of the Sox2<sup>CreERT2</sup> driver line at two different time points (E12.5, E16.5) in cochlear whole-mount preparations (**a,b**) and on cross-sections of the cochlea at the mid-basal level (**c-h**). **a,b** Analysis of GFP expression in E18.5 Sox2<sup>CreERT2/+</sup>;R26<sup>mTmG/+</sup> embryos after a single pulse of tamoxifen at E12.5 or E16.5 shows that the Sox2<sup>CreERT2</sup> line leads to efficient recombination in MYO6<sup>+</sup> hair cells, pillar cells (PCs) and cells of the adjacent greater epithelial ridge (GER) (**a**). **b** Quantification of GFP<sup>+</sup> hair cells (MYO6<sup>+</sup>) in the organ of Corti. n=10 (tamoxifen administration at E12.5), n=11 (tamoxifen administration at E16.5). Mean±standard deviation. Source data are provided as a Source Data file. **c,d**, Analysis of TBX2 expression in Sox2<sup>CreERT2/+</sup>;Tbx2<sup>fl/fl</sup>;R26<sup>mTmG/+</sup> and control (Sox2<sup>CreERT2/+</sup>;R26<sup>mTmG/+</sup> or Sox2<sup>+/+</sup>;Tbx2<sup>fl/fl</sup>;R26<sup>mTmG/+</sup>) cochleae at E14.5 (**c**) and E18.5 (**d**) after a single pulse of tamoxifen at E12.5. Expression of TBX2 is completely lost in recombined (GFP<sup>+</sup>) cells of the developing organ of Corti (OoC) and in cells of the adjacent GER. n=3 for each genotype. **e** Analysis of TBX2 expression in Sox2<sup>CreERT2/+</sup>;Tbx2<sup>fl/fl</sup>;R26<sup>mTmG/+</sup> and control (Sox2<sup>+/+</sup>;Tbx2<sup>fl/fl</sup>;R26<sup>mTmG/+</sup>) cochleae at E18.5 after a single pulse of tamoxifen at E16.5. Expression of TBX2 is completely lost in recombined (GFP<sup>+</sup>) hair and supporting cells of the organ of Corti. n=3 for each genotype. **f-h** Analysis of TBX2 expression at E14.5 (**f**), E16.5 (**g**) and E18.5 (**h**) and of GFP expression at E16.5 (**g**) in Sox2<sup>CreERT2/+</sup>;Hprt<sup>TBX2/Y</sup> and control (Sox2<sup>+/+</sup>;Hprt<sup>TBX2/+</sup>) cochleae after a single pulse of tamoxifen at E12.5. At E14.5, TBX2<sup>+</sup> cells can be observed in the outer compartment of the organ of Corti (arrow in **f**). Arrow and arrowhead in **h** point to hair and supporting cells with ectopic TBX2 expression, respectively. n=3 for each genotype. Nuclei were counterstained with DAPI. Scale bars: 250 µm (overview in **a**), 30 µm (**c-h**).

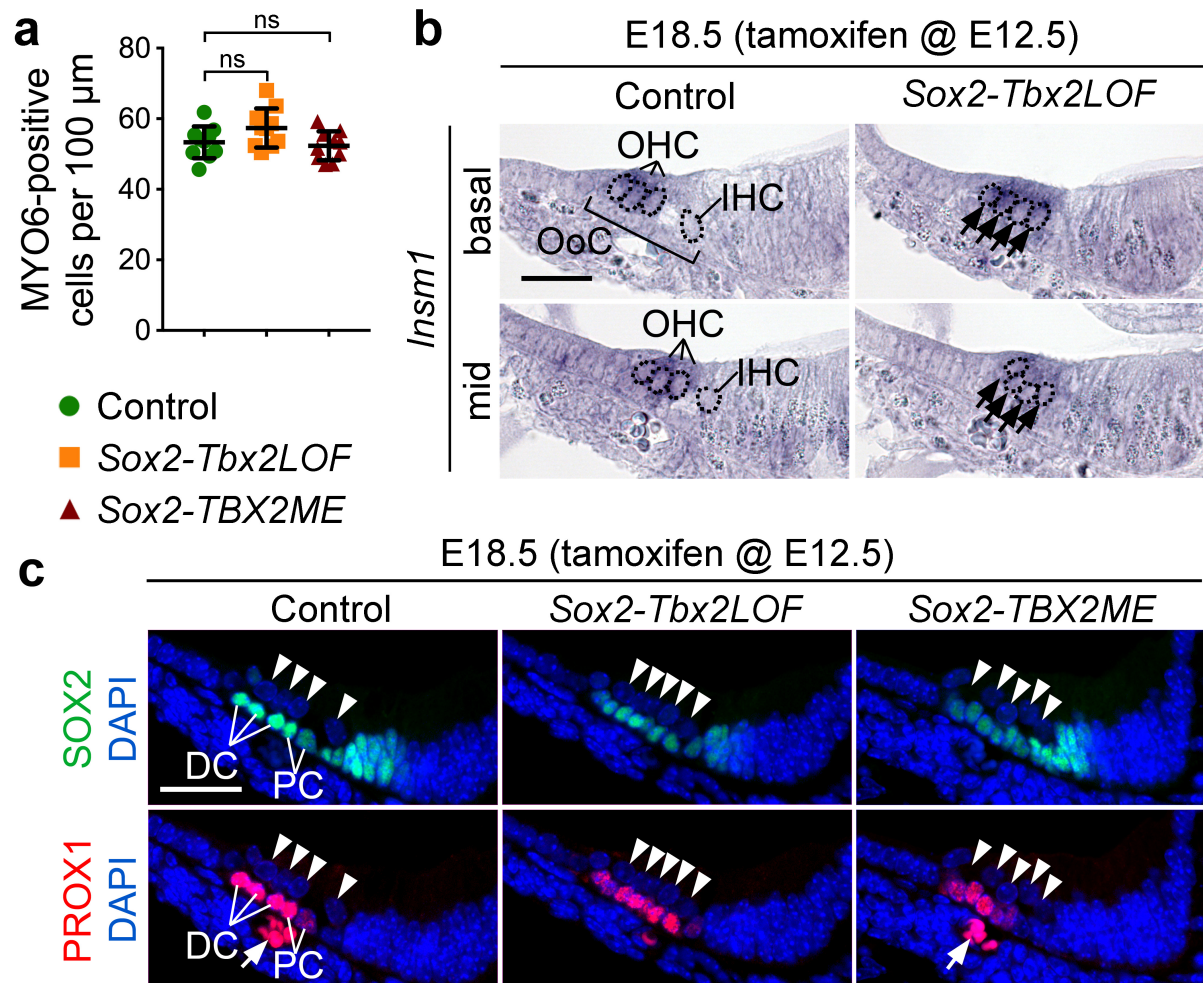

**Supplementary Fig. 2 | Increased number of OHCs at the expense of IHCs upon inactivation of *Tbx2* in prosensory cells at E12.5.** **a-c** Analysis of hair and supporting cell differentiation in mice in which *Tbx2* was ablated (*Sox2-Tbx2LOF*) or misexpressed (*Sox2-TBX2ME*) in prosensory cells by tamoxifen administration at E12.5. **a** Quantification of the total number of hair cells (MYO6<sup>+</sup>) at the mid-basal level of cochlear whole-mount preparations of E18.5 *Sox2-Tbx2LOF*, *Sox2-TBX2ME* and control embryos; n=10 for each genotype. Mean $\pm$ standard deviation, two-sided unpaired t-test. ns, not significant. Exact p-values and related source data are provided as a Source Data file. **b** RNA *in situ* hybridization analysis of *Insm1* expression in E18.5 control and *Sox2-Tbx2LOF* cochleae. In the control, *Insm1* is weakly expressed in the three OHCs but not in IHCs at the basal as well as medial (mid) level of the cochlear duct. Upon *Tbx2* inactivation, the number of *Insm1*-expressing cells increased (arrows). n=3 for each genotype. Dotted circles mark the nuclei of hair cells in the organ of Corti (OoC). **c** Single channels of PROX1 and SOX2 immunofluorescence analysis at E18.5 (see also Fig. 2c). n=6 for each genotype. Arrowheads point to the nuclei of hair cells, arrows to erythrocytes. DC, Deiters' cells; PC, pillar cells. Scale bars: 30  $\mu\text{m}$ .

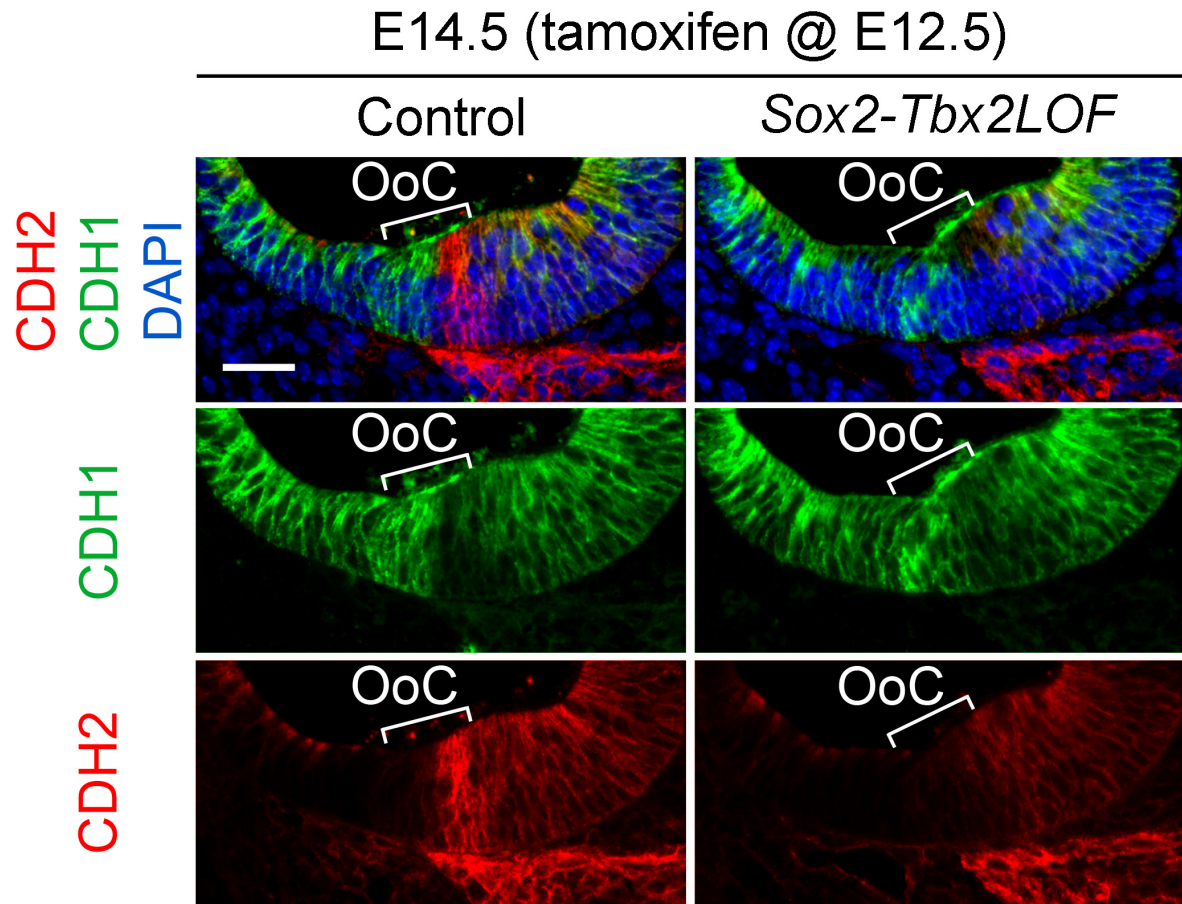

**Supplementary Fig. 3 | The CDH2<sup>+</sup> inner compartment of the organ of Corti is not established upon inactivation of *Tbx2* in prosensory cells at E12.5.** Immunofluorescence analysis of CDH1 and CDH2 expression in the developing organ of Corti (OoC) of E14.5 *Sox2-Tbx2*LOF and control embryos after administration of tamoxifen at E12.5. n=3 for each genotype. The strong CDH2 expression, which marks the inner compartment of the developing OoC, is absent in *Tbx2*-deficient cochleae. Nuclei are counterstained with DAPI. Scale bars: 30  $\mu$ m.

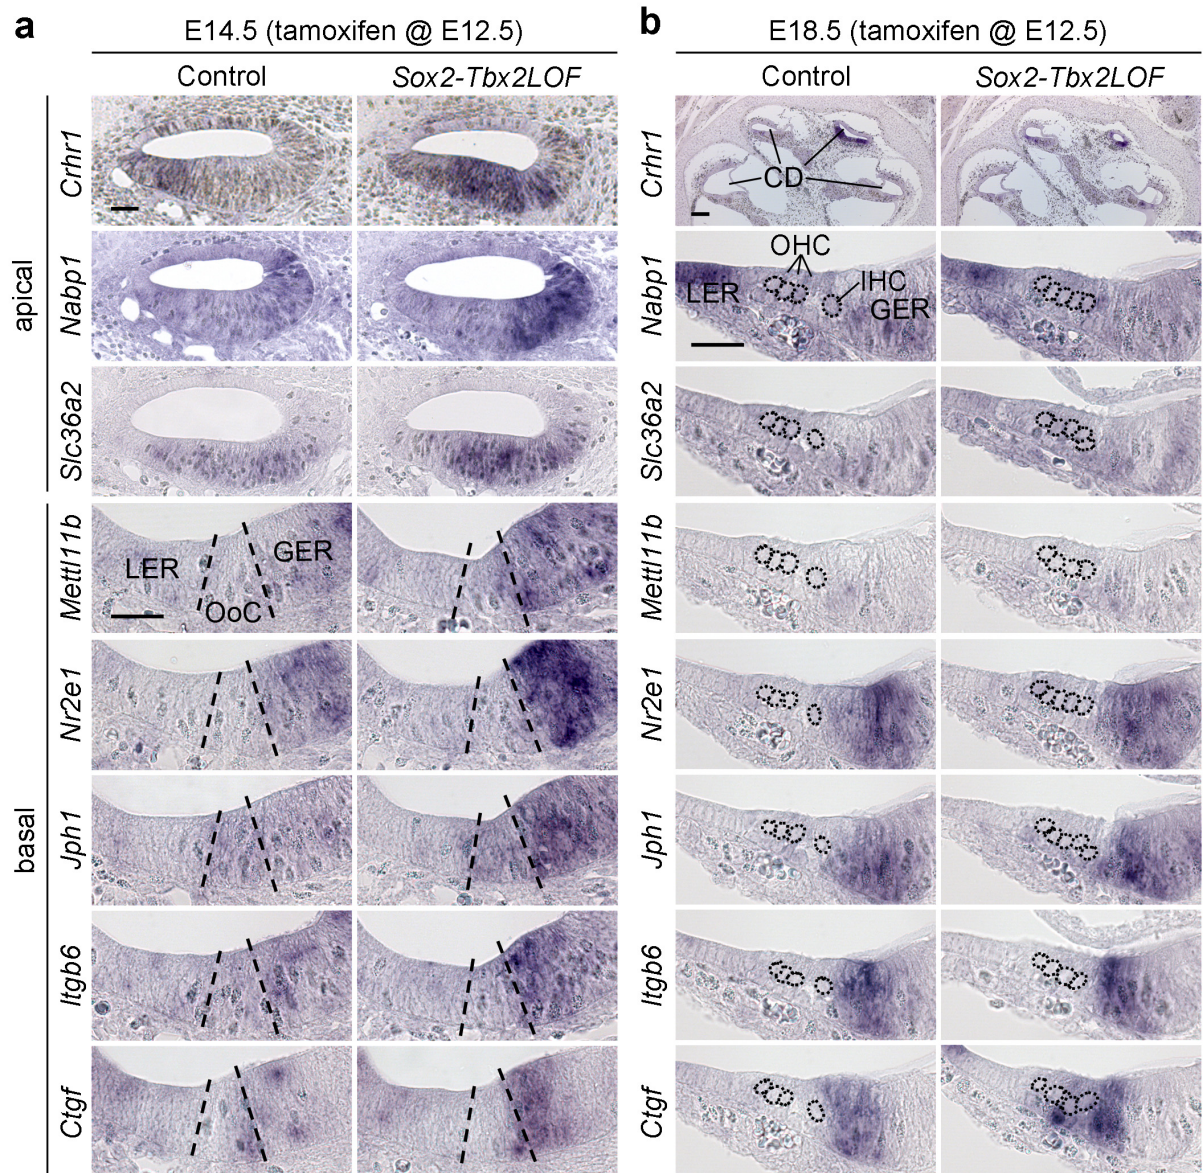

**Supplementary Fig. 4 | The patterning of the cochlear epithelium is affected upon early *Tbx2* inactivation in prosensory cells. a,b** RNA *in situ* hybridization analysis on cochlear sections of transcripts significantly upregulated in a microarray analysis of E14.5 *Sox2-Tbx2*LOF cochlear ducts after administration of tamoxifen at E12.5. Spatial distribution is shown at E14.5 (**a**) and E18.5 (**b**). Expression of *Crhr1*, *Nabp1* and *Slc36a2* is upregulated in the most apical turn of *Tbx2*-deficient cochleae at E14.5, whereas *Mettl11b*, *Nr2e1*, *Jph1*, *Itgb6* and *Ctgf* are upregulated or ectopically expressed in the greater epithelial ridge (GER) in the basal turn. At E18.5, *Crhr1* expression is restricted to the apical turn and *Nabp1* is expressed in cells of the outer sulcus in control and *Sox2-Tbx2*LOF embryos. *Slc36a2* and *Mettl11b* are not expressed at E18.5, whereas *Nr2e1*, *Jph1*, *Itgb6* and *Ctgf* are still expressed in the GER. Dashed lines in (**a**) mark the outer borders of the developing organ of Corti (OoC). Dotted circles in (**b**) mark the nuclei of hair cells. n=3 samples for each genotype. Scale bars: 100 µm (for *Crhr1* in **b**), 30 µm. CD, cochlear duct; LER, lesser epithelial ridge.

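On the E14.5 arrays, the transcripts of *Nabp1*, *Slc36a2*, *Mettl11b*, *Nr2e1*, *Jph1* and *Itgb6* were well above background in all 8 pools and higher in *Sox2-Tbx2LOF* cochlear ducts on 4 of 4 arrays. The largest rise among them was that of *Nr2e1*, read on chromosome 10 of mm9 from 42281826 to 42281885, with a log2 ratio of mutant over control of 1.21 ± 0.25 (SD, n = 4; limma SE 0.084, adjusted p = 0.000243). *Mettl11b*, on chromosome 1 from 165633304 to 165633363, followed with 0.82 ± 0.096 (SD, n = 4; limma SE 0.040, adjusted p = 6.7e-05). *Nabp1*, on chromosome 1 from 51527317 to 51527376, and *Slc36a2*, on chromosome 11 from 54972134 to 54972193, rose by 0.71 ± 0.072 and 0.70 ± 0.10 (SD, n = 4), with adjusted p = 9.8e-05 and 8.4e-05 from limma. *Itgb6*, read by a probe from 60438632 to 60443247 on chromosome 2, rose by 0.51 ± 0.043 (SD, n = 4; adjusted p = 0.000225 from limma), while its dimmer probe rose by 0.15 ± 0.13. *Jph1*, on chromosome 1 from 16987545 to 16987604, rose by 0.39 ± 0.11 (SD, n = 4; adjusted p = 0.000862 from limma). The fold changes of *Itgb6* and *Jph1*, 1.42 and 1.31, were under the minimum of 1.5. Both genes were called with Agilent's processed signals, at log2 ratios of 0.67 and 0.70, and with the authors' series value table, at 0.67 and 0.71.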

## Supplementary Fig. 5

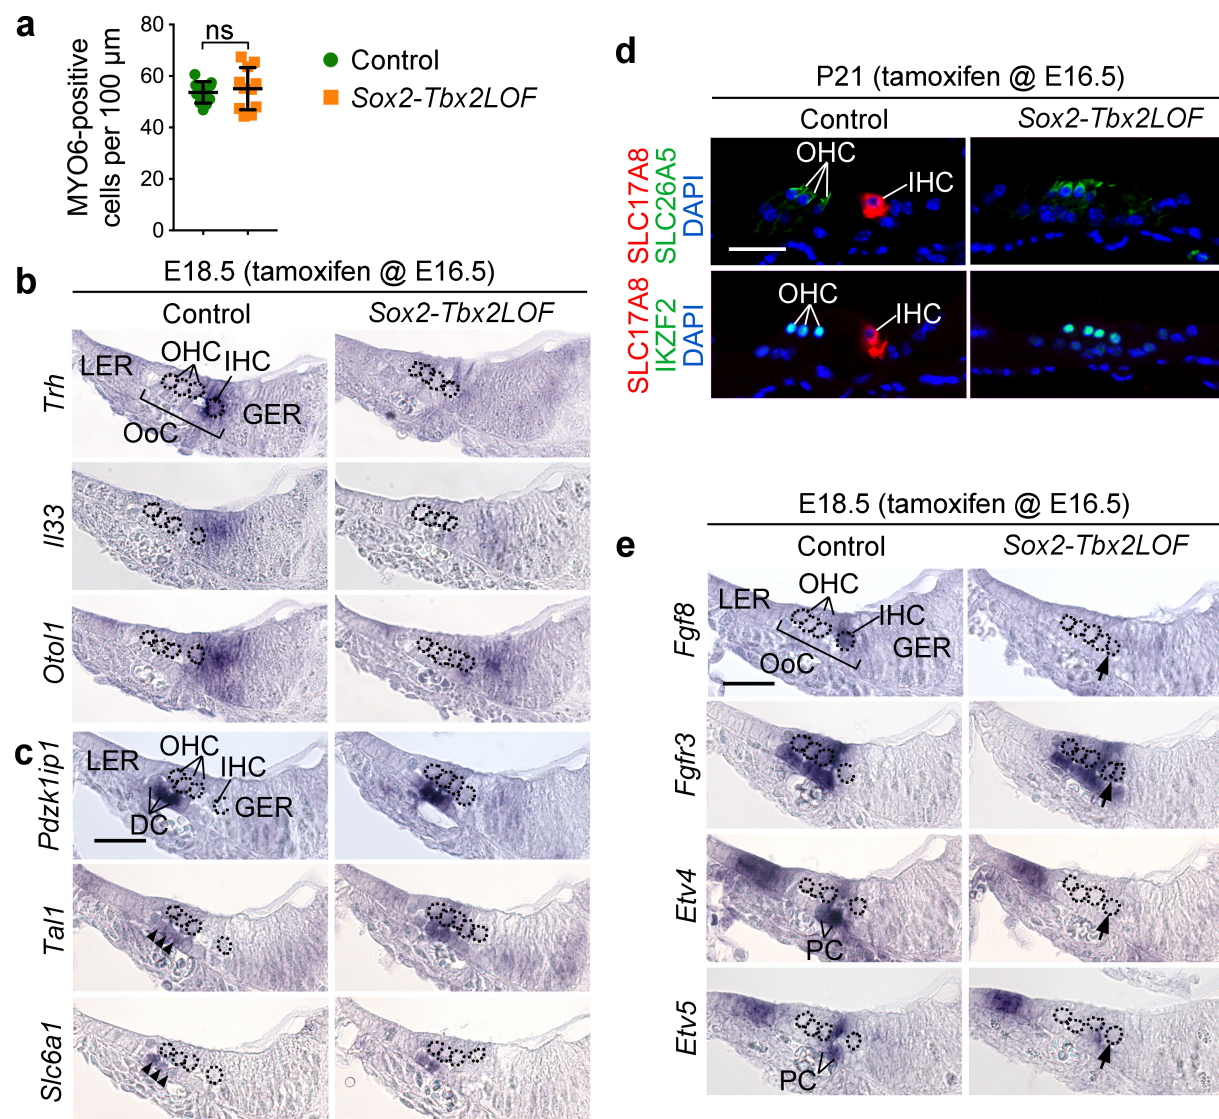

**Supplementary Fig. 5 | Increased number of OHCs and a complete loss of IHCs upon late inactivation of *Tbx2* in SOX2-positive cochlear cells. a-e** Analysis of gene expression and hair cell differentiation in mice in which *Tbx2* was ablated (*Sox2-Tbx2LOF*) in Sox2<sup>+</sup> cells of the organ of Corti by tamoxifen administration at E16.5. **a** Quantification of the total number of hair cells (MYO6<sup>+</sup>) at the mid-basal level of whole-mount preparations of E18.5 *Sox2-Tbx2LOF* and control organs of Corti. n=11 for each genotype. Mean±standard deviation, two-sided unpaired t-test with Welch's correction. ns, not significant. Exact p-values and related source data are provided as a Source Data file. **b,c** RNA *in situ* hybridization analysis of transcripts significantly down- (**b**) or up-regulated (**c**) in E18.5 *Sox2-Tbx2LOF* cochlear ducts. n=4 for each genotype. **b** *Trh* is expressed in inner hair and supporting cells, *Ii33* and *Otol* in the inner compartment of the organ of Corti and in the greater epithelial ridge (GER). All 3 genes are downregulated in *Sox2-Tbx2LOF* cochleae. **c** *Pdzk1ip1*, *Tal1* and *Slc6a1* are expressed in a subset of Deiters' cells (DCs, arrowheads) in control and *Sox2-Tbx2LOF* cochleae. **d** Immunofluorescence analysis of expression of SLC17A8 (marks IHCs), SLC26A5 and IKZF2 (mark OHCs) on cross sections of P21 *Sox2-Tbx2LOF* cochleae compared to controls. Nuclei are counterstained with DAPI. n=5 for each genotype. **e** RNA *in situ* hybridization analysis of FGF signaling components in *Sox2-Tbx2LOF* cochleae at E18.5. Expression of *Fgf8* in the innermost hair cell and that of *Etv4* and *Etv5* in pillar cells (PCs) is lost or strongly downregulated upon late *Tbx2*-inactivation. Expression of *Fgfr3*, which marks DCs and PCs, is expanded medially in *Sox2-Tbx2LOF* cochleae n=4 for each genotype. Arrow marks the innermost hair cell. Dotted circles (**b,c,e**) outline the nuclei of hair cells. Scale bars: 30 µm. GER, greater epithelial ridge; LER, lesser epithelial ridge; OoC, organ of Corti.

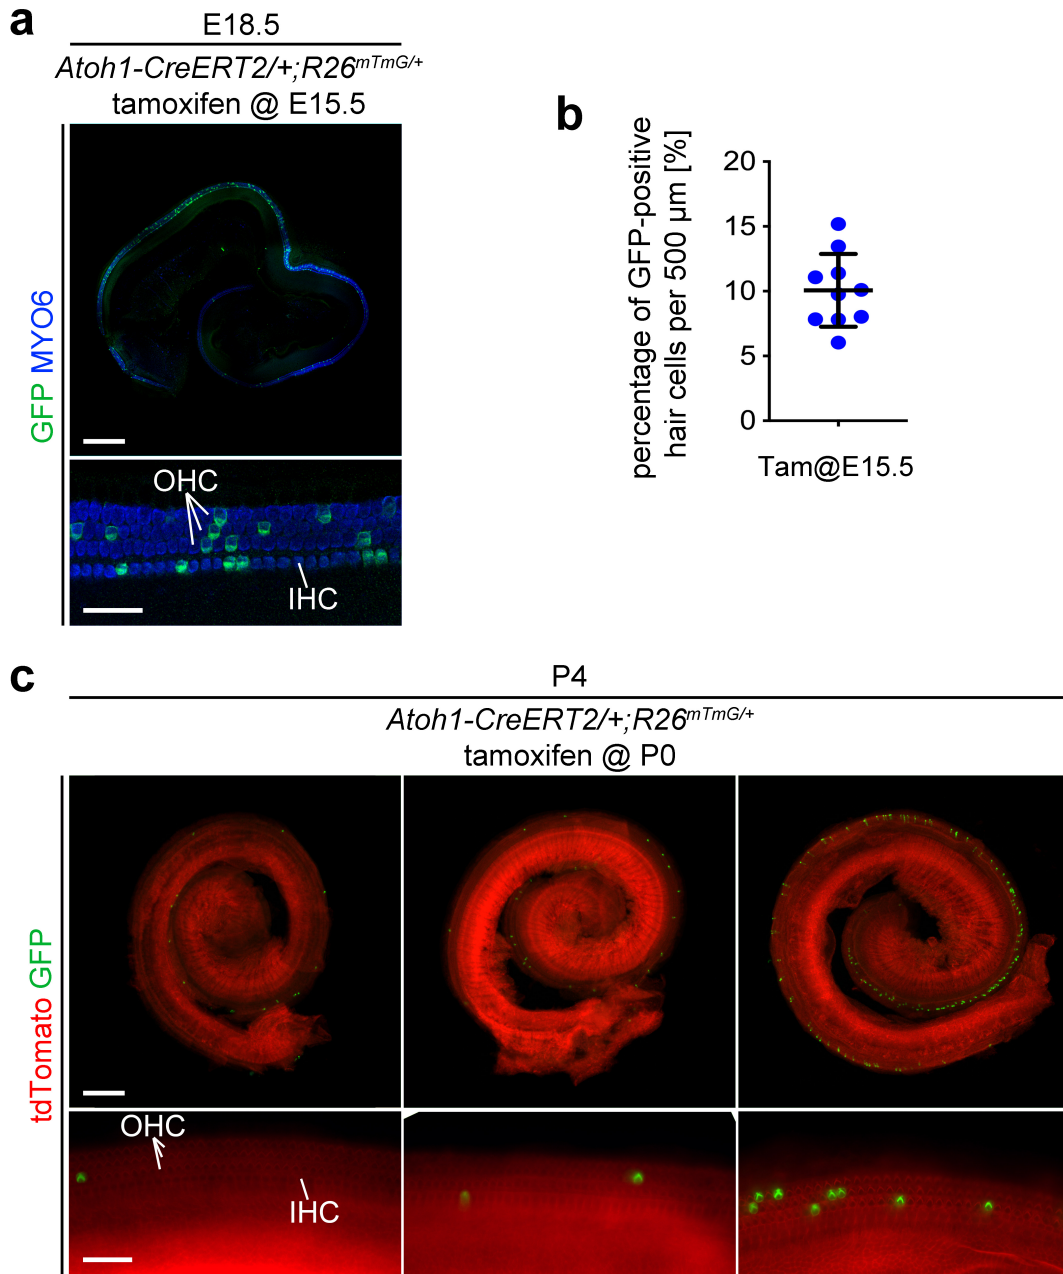

**Supplementary Fig. 6 | The *Atoh1-CreERT2* mouse line allows hair cell-specific manipulation of TBX2 expression. a,b** Immunofluorescence analysis of GFP expression in cochlear whole-mount preparations of E18.5 *Atoh1-CreERT2/+;R26<sup>mTmG/+</sup>* embryos subjected to administration of tamoxifen at E15.5 (a). The *Atoh1-CreERT2* line induces recombination of the *R26<sup>mTmG</sup>* reporter allele in approximately 10% of hair cells (MYO6<sup>+</sup>) (b). n=5 biologically independent samples. Mean $\pm$ standard deviation. Source data are provided as a Source Data file. **c** Epifluorescence analysis of native GFP and tdTomato expression in whole *Atoh1-CreERT2/+;R26<sup>mTmG/+</sup>* cochleae at P4 after oral administration of tamoxifen to the feeding dam one day after birth (P0). Recombination (GFP<sup>+</sup> cells) occurs in a variable numbers of hair cells in an apical-to-basal gradient. n=10 biologically independent samples. Scale bars: 250  $\mu\text{m}$  (overviews in a and c), 30  $\mu\text{m}$  (higher magnifications in a and c).

Supplementary Fig. 7

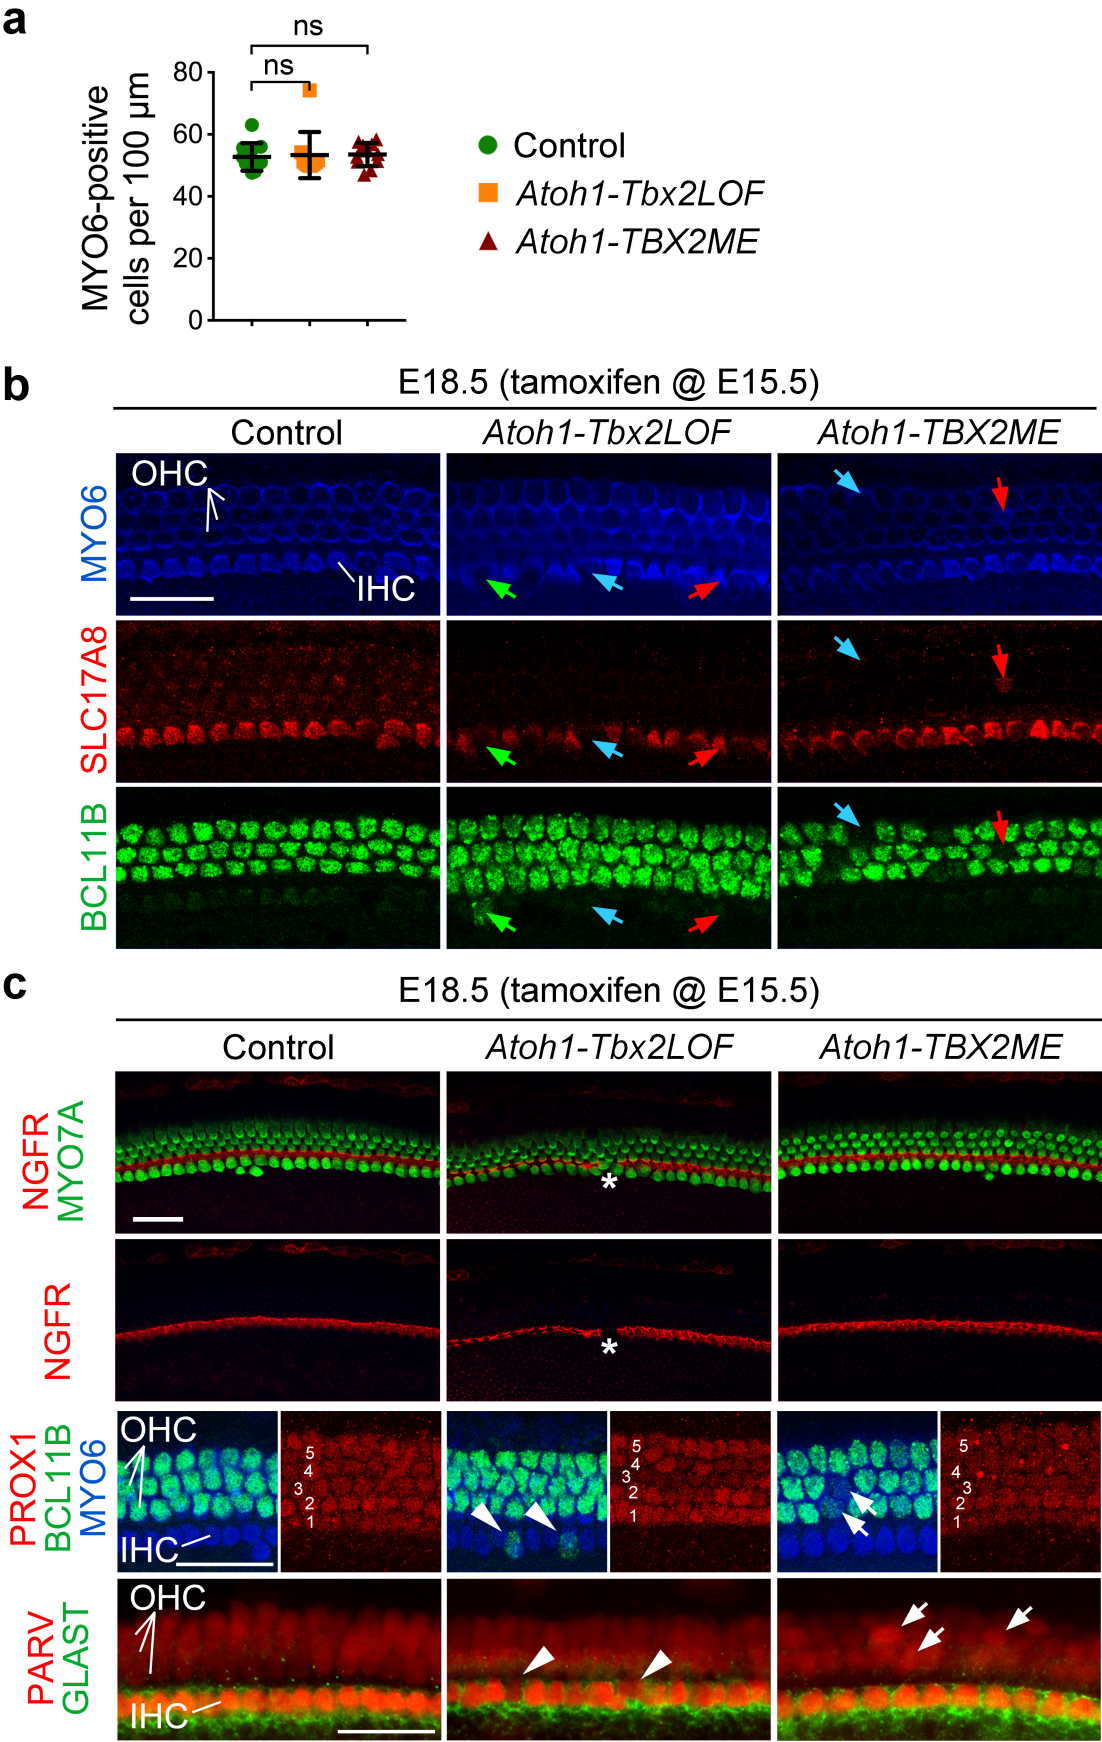

**Supplementary Fig. 7 | Hair cell-specific manipulation of *Tbx2* expression leads to fate shifts in hair cells but not in underlying supporting cells at E18.5.** **a-c** Analysis of hair and supporting cell differentiation in E18.5 embryos in which *Tbx2* was ablated (*Atoh1-Tbx2LOF*) or misexpressed (*Atoh1-TBX2ME*) in individual hair cells by tamoxifen administration at E15.5. **a**, Quantification of the total number of hair cells (MYO6<sup>+</sup>) at the mid-basal level of whole-mount preparations of E18.5 control (n=10), *Atoh1-Tbx2LOF* (n=10), *Atoh1-TBX2ME* (n=11) cochleae. Mean±standard deviation, two-sided Mann-Whitney or unpaired t-test. ns, not significant. Exact p-values and related source data are provided as a Source Data file. **b** Single color channels of immunofluorescence for MYO6 (all hair cells), SLC17A (IHCs) and BCL11B (OHCs); for merged images see Fig. 5a. Red arrow points to MYO6<sup>+</sup>/SLC17A<sup>+</sup>, green arrow to a MYO6<sup>+</sup>/BCL11B<sup>+</sup> and blue arrow to a double-negative (SLC17A<sup>+</sup>/BCL11B<sup>-</sup>) hair cell. **c** Co-immunofluorescence of supporting and hair cell markers at the mid-basal to mid-level of whole-mount preparations of E18.5 organs of Corti of control (n=8), *Atoh1-TBX2LOF* (n=6) and *Atoh1-TBX2ME* (n=7) mutants. Markers are: NGFR (pillar cells), PROX1 (Deiters' and pillar cells), GLAST (inner phalangeal cells and inner border cells), MYO6/MYO7A (all hair cells), BCL11B (OHCs), PARV (strong in IHCs, weak in OHCs). Asterisk marks a gap in the row of NGFR<sup>+</sup> pillar cells in the *Atoh1-TBX2LOF* organ of Corti. Note that the cellular pattern of hair cells is mildly disrupted with some hair cells being located in the pillar cell region. For the PROX1/BCL11B co-staining two different focus planes are shown and rows of PROX1<sup>+</sup> supporting cells are numbered (row 1 and 2: pillar cells, rows 3-5: OSCs). Arrowheads point to induced OHC-like cells in the inner compartment of the organ of Corti. Arrows point to ectopic IHC-like cells in the outer domain of the organ of Corti. Scale bars: 30 µm.

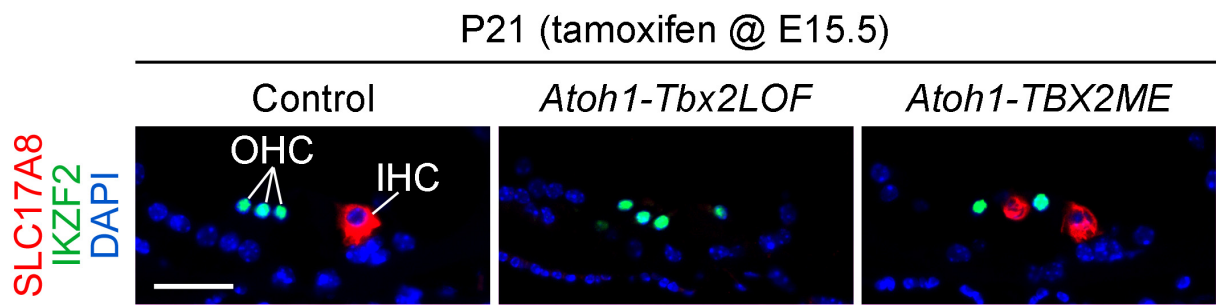

**Supplementary Fig. 8 | Manipulation of *Tbx2* expression in hair cells leads to fate shifts at postnatal stages.** Analysis of hair cell differentiation in P21 mice in which *Tbx2* was ablated (*Atoh1-Tbx2LOF*) or misexpressed (*Atoh1-TBX2ME*) in individual hair cells by tamoxifen administration at E15.5. Immunofluorescence analysis of SLC17A8 (marks IHCs) and IKZF2 (mark OHCs) expression on cochlear cross sections of P21 control (n=6), *Atoh1-Tbx2LOF* (n=4) and *Atoh1-TBX2ME* (n=7) mice. Nuclei are counterstained with DAPI.

P21 (tamoxifen @ P0-1)

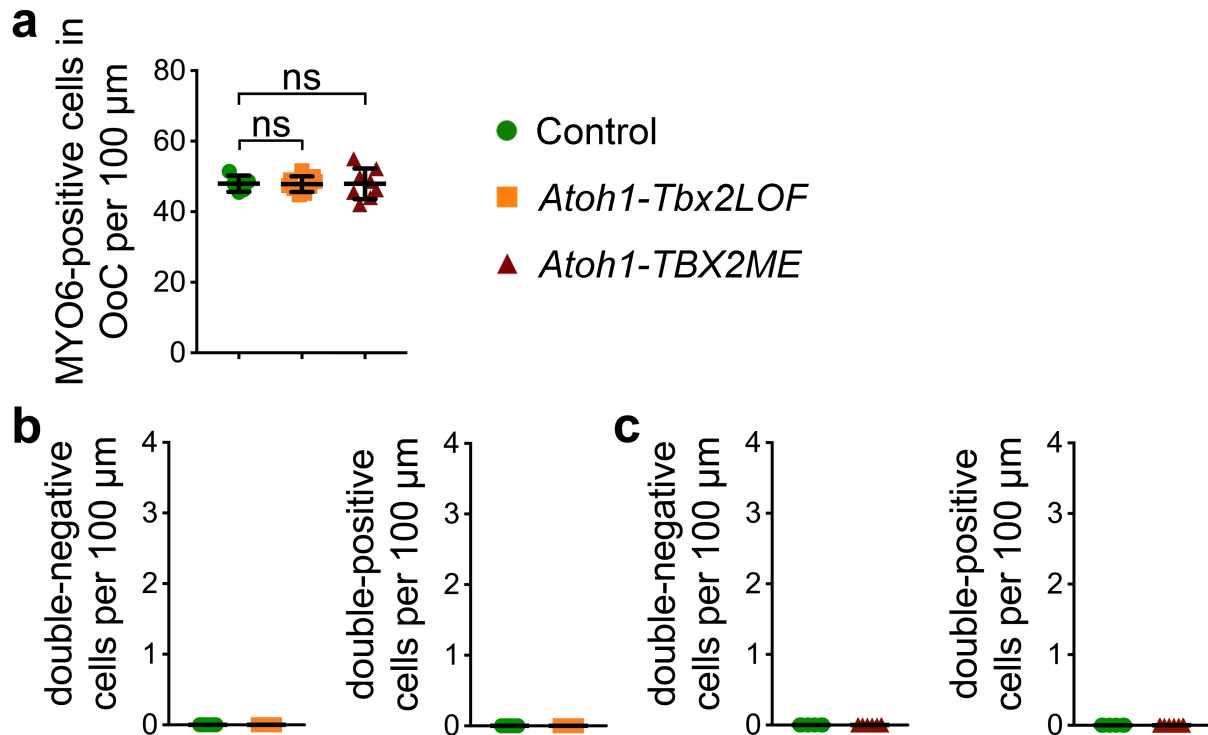

**Supplementary Fig. 9 | Postnatal manipulation of *Tbx2* expression in hair cells leads to their complete transdifferentiation.** Analysis of hair cell differentiation in P21 mice in which *Tbx2* was ablated (*Atoh1-Tbx2LOF*) or misexpressed (*Atoh1-TBX2ME*) in individual hair cells by tamoxifen administration at P0-1. **a-c** Quantification of the total number of hair cells (MYO6<sup>+</sup>) (**a**) and of SLC26A5/SLC17A8 double-negative and double-positive hair cells in the inner compartment of P21 control (n=5) and *Atoh1-Tbx2LOF* organ of Corti (n=9) (**b**) and the outer compartment of control (n=6) and *Atoh1-TBX2ME* organ of Corti (n=8) (**c**) at the basal level. ns, not significant. Mean $\pm$ standard deviation, two-sided unpaired t-test or Mann-Whitney-U test. Scale bar: 30  $\mu\text{m}$ . Exact p-values and related source data are provided as a Source Data file.

**Supplementary Table 1 | List of genes with significant downregulation in cochlear ducts of E14.5 *Sox2<sup>CreERT2/+</sup>;Tbx2<sup>fl/fl</sup>* embryos after a single pulse of tamoxifen at E12.5.** 4 different pools of control and mutant material were used for the microarray analysis. For genes marked by an asterisk mRNA or protein expression data are available in the literature. E, embryonic day; P, postnatal day.

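All 90 genes of Supplementary Table 1 were on the array and tested. Of these, 88 were lower in the mutant, 87 of them on 4 of 4 arrays. An adjusted p below 0.05 from limma was reached by 86 genes, and 57 also passed the minimum fold change. Adjusted over the list alone, 88 genes passed without and 57 with the minimum fold change. None of these counts is independent evidence, because the table was chosen on these same arrays. The median log2 ratio over the table was −0.65, also with the 4 genes not well above background in the mutant placed at their limits. The 5 largest falls among all called genes that changed the same way on 4 arrays were those of *Stmn3*, *Stmn4*, *Pvalb*, *Prss35* and *Foxd3*. *Stmn3* and *Stmn4*, which encode stathmin family proteins, had log2 ratios of −1.75 ± 0.45 (SD, n = 4; limma SE 0.12, adjusted p = 0.000259) and −1.74 ± 0.32 (SD, n = 4; limma SE 0.10, adjusted p = 0.000119). Their probes lie on chromosome 2 of mm9 from 181041396 to 181041455 and on chromosome 14 from 66980442 to 66980501. The log2 ratio of *Prss35*, on chromosome 9 from 86650157 to 86650216, was −1.18 ± 0.16 and that of *Foxd3*, on chromosome 4 from 99325170 to 99325229, was −1.18 ± 0.22 (SD, n = 4; adjusted p = 6.0e-05 and 6.7e-05 from limma). *Stmn3* and *Stmn4* are also on a list of neuronal genes, and *Foxd3* is on one of Schwann cell precursors. For both lists, cells carried over in the control pools could not be told apart from an effect of the genotype. For 2 genes of the table the brightest probe was not lower in the mutant. *E230025N22Rik* had a log2 ratio of 0.066 ± 0.080 and *Lhfpl4* of 0.035 ± 0.16 (SD, n = 4), while their dimmer probes gave −0.34 ± 0.065 and −0.55 ± 0.13. Both genes were named after their values were seen.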

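All 36 genes of Supplementary Table 2 were tested on the E14.5 arrays, and 35 were higher in the mutant, each on 4 of 4 arrays and with an adjusted p below 0.05 from limma. Of these, 23 also passed the minimum fold change. Adjusted over the list alone the counts were 35 and 23. None of these counts is independent evidence, because this table too was chosen on these arrays. The median log2 ratio was 0.68, also with the 2 genes not well above background in control pools placed at their limits. The exception was *Sp8*, named after its values were seen. Its brightest probe, on chromosome 12 from 120088145 to 120088204, had a log2 ratio of −0.0025 ± 0.11 (SD, n = 4). Its other probe was well above background in the mutant pool of 4 arrays and in the control pool of 0, and was at least 1.66-fold higher in the mutant. *Sox2*, where the mutants carry the CreERT2 knock-in that the controls lack, was read on chromosome 3 of mm9 from 34550773 to 34550832, and 6 of the 36 genes lie within 5 Mb of it. Among all tested genes with a position, 5 of 68 within 5 Mb of *Sox2* were called, against 88 of 20798 elsewhere (two-sided Fisher's exact test, p = 1.3e-05). Within 5 Mb of *Tbx2* on chromosome 11, 0 of 132 were called (two-sided Fisher's exact test, p = 1). The largest change near *Sox2* was that of *Dcun1d1*, from 35791953 to 35792012, with a log2 ratio of 1.13 ± 0.25 (SD, n = 4; limma SE 0.053, adjusted p = 6.4e-05); its dimmer probe rose by 0.31 ± 0.13. *Acad9* rose by 0.67 ± 0.046, *D3Ertd254e* by 0.72 ± 0.22 and *1810062G17Rik* by 0.71 ± 0.15 (SD, n = 4), each on 4 of 4 arrays. *Pex5l* had a log2 ratio of −0.65 ± 0.30 on its brightest probe and −0.069 ± 0.070 on the other (SD, n = 4). The mean over both, −0.36, was under the minimum fold change.

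**Figure D2:**
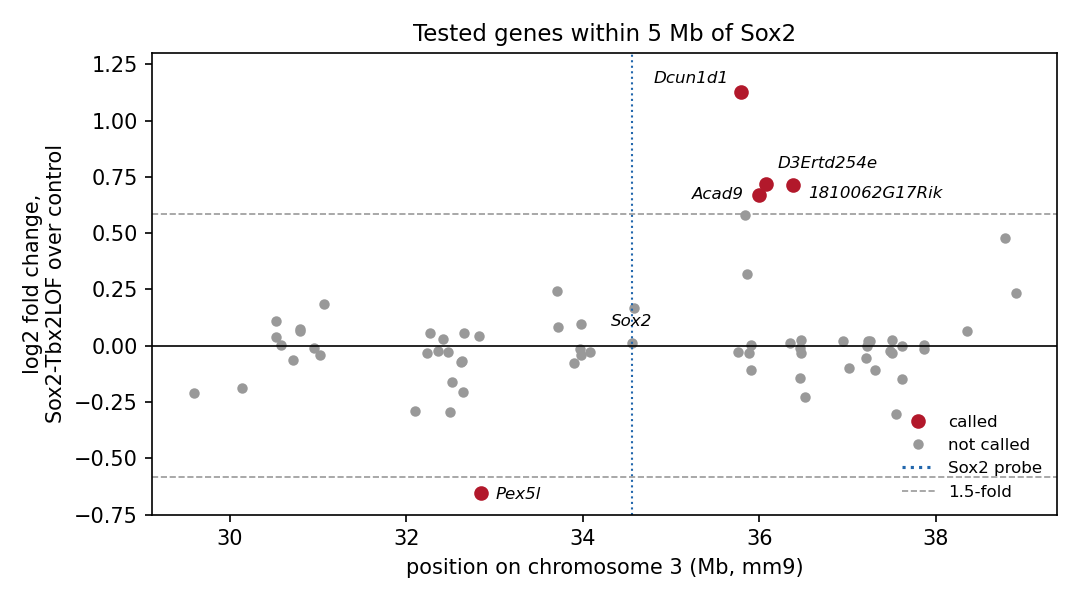
Log2 fold change of *Sox2-Tbx2LOF* over control (vertical axis, mean of 4 arrays) of the 68 tested genes within 5 Mb of *Sox2*, by the position of their probe on chromosome 3 of mm9 (horizontal axis, Mb). Red points are the 5 called genes, grey points those not called, the dotted line marks the *Sox2* probe and dashed lines a fold change of 1.5. *Dcun1d1*, *Acad9*, *D3Ertd254e* and *1810062G17Rik* lie above the upper dashed line to the right of *Sox2*, and *Pex5l* lies below the lower one to its left.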

**Supplementary Table 2 | List of genes with significant upregulation in cochlear ducts of E14.5 Sox2<sup>CreERT2/+</sup>;Tbx2<sup>fl/fl</sup> mutants after a single pulse of tamoxifen at E12.5.** 4 different pools of control and mutant material were used for the microarray analysis. For genes marked by an asterisk mRNA or protein expression data are available in the literature. E, embryonic day; P, postnatal day.

**Supplementary Table 3 | List of genes with significantly decreased expression in cochlear ducts of E18.5 *Sox2<sup>CreERT2/+</sup>;Tbx2<sup>fl/fl</sup>* mutants after a single pulse of tamoxifen at E16.5.** 4 different pools of control and mutant material were used for the microarray analysis. For genes marked by an asterisk mRNA or protein expression data are available in the literature. E, embryonic day; P, postnatal day.

**Supplementary Table 4 | List of genes with significantly increased expression in cochlear ducts of E18.5 *Sox2<sup>CreERT2/+</sup>;Tbx2<sup>fl/fl</sup>* mutants after a single pulse of tamoxifen at E16.5.** 4 different pools of control and mutant material were used for the microarray analysis. For genes marked by an asterisk mRNA or protein expression data are available in the literature. E, embryonic day; P, postnatal day.

**Supplementary Table 5 | List of antibodies used in this study.**

**Supplementary Table 6 | List of primers used for synthesis of DNA-templates for in vitro transcription of antisense RNA probes.** A T7-promoter sequence (TAATACGACTCACTATAGGG) was added to the 5' end of the reverse primer.

## Supplementary References

Adams, J. C. Immunocytochemical traits of type IV fibrocytes and their possible relations to cochlear function and pathology. *JARO - J. Assoc. Res. Otolaryngol.* **10**, 369–382 (2009).

Basch, M. L. *et al.* Fine-tuning of Notch signaling sets the boundary of the organ of Corti and establishes sensory cell fates. *Elife* **5**, 1–23 (2016).

Brand, Y. *et al.* Neural cell adhesion molecule NrCAM is expressed in the mammalian inner ear and modulates spiral ganglion neurite outgrowth in an in vitro alternate choice assay. *J. Mol. Neurosci.* **55**, 836–44 (2015).

Brown, S. T., Wang, J. & Groves, A. K. Dlx gene expression during chick inner ear development. *J. Comp. Neurol.* **483**, 48–65 (2005).

Cai, Q. *et al.* Molecular profile of cochlear immunity in the resident cells of the organ of Corti. *J. Neuroinflammation* **11**, 173 (2014).

Cai, T. *et al.* Characterization of the Transcriptome of Nascent Hair Cells and Identification of Direct Targets of the Atoh1 Transcription Factor. *J. Neurosci.* **35**, 5870–5883 (2015).

Campbell, D. P., Chrysostomou, E. & Doetzlhofer, A. Canonical Notch signaling plays an instructive role in auditory supporting cell development. *Sci. Rep.* **6**, 19484 (2016).

Chen, Y. *et al.* Bmi1 regulates auditory hair cell survival by maintaining redox balance. *Cell Death Dis.* **6**, e1605 (2015).

Chen, Y. *et al.* Hedgehog Signaling Promotes the Proliferation and Subsequent Hair Cell Formation of Progenitor Cells in the Neonatal Mouse Cochlea. *Front. Mol. Neurosci.* **10**, 426 (2017).

Chrysostomou, E. *et al.* The Notch Ligand Jagged1 Is Required for the Formation, Maintenance, and Survival of Hensen's Cells in the Mouse Cochlea. *J. Neurosci.* **40**, 9401–9413 (2020).

Collet, M. *et al.* High incidence and variable clinical outcome of cardiac hypertrophy due to ACAD9 mutations in childhood. *Eur. J. Hum. Genet.* **24**, 1112–6 (2016).

Deans, M. R., Peterson, J. M. & Wong, G. W. Mammalian otolin: A multimeric glycoprotein specific to the inner ear that interacts with otoconial matrix protein otoconin-90 and cerebellin-1. *PLoS One* **5**, 1–15 (2010).

Giroto, G. *et al.* Expression and replication studies to identify new candidate genes involved in normal hearing function. *PLoS One* **9**, e85352 (2014).

Guipponi, M. *et al.* An integrated genetic and functional analysis of the role of type II transmembrane serine proteases (TMPRSSs) in hearing loss. *Hum. Mutat.* **29**, 130–41 (2008).

Harley, R. J. *et al.* Neuronal cell adhesion molecule (NrCAM) is expressed by sensory cells in the cochlea and is necessary for proper cochlear innervation and sensory domain patterning during development. *Dev. Dyn.* **247**, 934–950 (2018).

Hayashi, T., Cunningham, D. & Bermingham-McDonogh, O. Loss of Fgfr3 leads to excess hair cell development in the mouse organ of Corti. *Dev. Dyn.* **236**, 525–533 (2007).

Hickox, A. E. *et al.* Global Analysis of Protein Expression of Inner Ear Hair Cells. *J. Neurosci.* **37**, 1320–1339 (2017).

Huebner, A. K. *et al.* Nonsense Mutations in SMPX, Encoding a Protein Responsive to Physical Force, Result in X-Chromosomal Hearing Loss. *Am. J. Hum. Genet.* **88**, 621–627 (2011).

Huh, S.-H., Jones, J., Warchol, M. E. & Ornitz, D. M. Differentiation of the lateral compartment of the cochlea requires a temporally restricted FGF20 signal. *PLoS Biol.* **10**, 1–12 (2012).

- Jacques, B. E., Montcouquiol, M. E., Layman, E. M., Lewandoski, M. & Kelley, M. W. Fgf8 induces pillar cell fate and regulates cellular patterning in the mammalian cochlea. *Development* **134**, 3021–3029 (2007).
- Kaiser, M. *et al.* Regulation of otocyst patterning by Tbx2 and Tbx3 is required for inner ear morphogenesis in the mouse. *Development* **148**, (2021).
- Kanaya, E. *et al.* Expression of the Olig gene family in the developing mouse inner ear. *Gene Expr. Patterns* **17**, 79–86 (2015).
- Katayama, K. *et al.* Disorganized innervation and neuronal loss in the inner ear of Slitrk6-deficient mice. *PLoS One* **4**, e7786 (2009).
- Kim, H. J. *et al.* Patterns of gene expression associated with Pten deficiency in the developing inner ear. *PLoS One* **9**, e97544 (2014).
- Kim, Y. J. *et al.* EphA7 regulates spiral ganglion innervation of cochlear hair cells. *Dev. Neurobiol.* **76**, 452–69 (2016).
- Kolla, L. *et al.* Characterization of the development of the mouse cochlear epithelium at the single cell level. *Nat. Commun.* **11**, 2389 (2020).
- Lewis, M. A. *et al.* Exploring regulatory networks of miR-96 in the developing inner ear. *Sci. Rep.* **6**, 23363 (2016).
- Li, C. *et al.* Comprehensive transcriptome analysis of cochlear spiral ganglion neurons at multiple ages. *Elife* **9**, (2020).
- Lingle, C. J. *et al.* LRRC52 regulates BK channel function and localization in mouse cochlear inner hair cells. *Proc. Natl. Acad. Sci.* **116**, 18397–18403 (2019).
- Liu, H. *et al.* Characterization of Transcriptomes of Cochlear Inner and Outer Hair Cells. *J. Neurosci.* **34**, 11085–11095 (2014).
- Lu, C. C., Appler, J. M., Houseman, E. A. & Goodrich, L. V. Developmental profiling of spiral ganglion neurons reveals insights into auditory circuit assembly. *J. Neurosci.* **31**, 10903–18 (2011).
- Lu, X. *et al.* Bmi1 Regulates the Proliferation of Cochlear Supporting Cells Via the Canonical Wnt Signaling Pathway. *Mol. Neurobiol.* **54**, 1326–1339 (2017).
- Maass, J. C. *et al.* Transcriptomic analysis of mouse cochlear supporting cell maturation reveals large-scale changes in Notch responsiveness prior to the onset of hearing. *PLoS One* **11**, 167286 (2016).
- Maison, S. F. *et al.* Dopaminergic signaling in the cochlea: receptor expression patterns and deletion phenotypes. *J. Neurosci.* **32**, 344–355 (2012).
- Mendus, D. *et al.* Thrombospondins 1 and 2 are important for afferent synapse formation and function in the inner ear. *Eur. J. Neurosci.* **39**, 1256–67 (2014).
- Miyoshi, T. *et al.* Quantitative Analysis of Aquaporin Expression Levels during the Development and Maturation of the Inner Ear. *J. Assoc. Res. Otolaryngol.* **18**, 247–261 (2017).
- Mutai, H. *et al.* Gene expression dataset for whole cochlea of Macaca fascicularis. *Sci. Rep.* **8**, 15554 (2018).
- Nordang, L., Laurent, C. & Mollnes, T. E. Complement activation in sudden deafness. *Arch. Otolaryngol. Head. Neck Surg.* **124**, 633–6 (1998).
- Odeh, H. *et al.* Mutations in Grxcr1 Are The Basis for Inner Ear Dysfunction in the Pirouette Mouse. *Am. J. Hum. Genet.* **86**, 148–160 (2010).

- Peng, B.-G. *et al.* Acid-sensing ion channel 2 contributes a major component to acid-evoked excitatory responses in spiral ganglion neurons and plays a role in noise susceptibility of mice. *J. Neurosci.* **24**, 10167–75 (2004).
- Perl, K., Shamir, R. & Avraham, K. B. Computational analysis of mRNA expression profiling in the inner ear reveals candidate transcription factors associated with proliferation, differentiation, and deafness. *Hum. Genomics* **12**, 30 (2018).
- Picher, M. M. *et al.* Ca<sup>2+</sup>-binding protein 2 inhibits Ca<sup>2+</sup>-channel inactivation in mouse inner hair cells. *Proc. Natl. Acad. Sci. U. S. A.* **114**, E1717–E1726 (2017).
- Pisciottano, F. *et al.* Inner Ear Genes Underwent Positive Selection and Adaptation in the Mammalian Lineage. *Mol. Biol. Evol.* **36**, 1653–1670 (2019).
- Ranum, P. T. *et al.* Insights into the Biology of Hearing and Deafness Revealed by Single-Cell RNA Sequencing. *Cell Rep.* **26**, 3160–3171.e3 (2019).
- Rau, A., Legan, P. K. & Richardson, G. P. Tectorin mRNA expression is spatially and temporally restricted during mouse inner ear development. *J. Comp. Neurol.* **405**, 271–280 (1999).
- Reisinger, E., Meintrup, D., Oliver, D. & Fakler, B. Gene expression associated with the onset of hearing detected by differential display in rat organ of Corti. *Eur. J. Hum. Genet.* **18**, 1327–32 (2010).
- Renauld, J. M., Davis, W., Cai, T., Cabrera, C. & Basch, M. L. Transcriptomic analysis and *ednrb* expression in cochlear intermediate cells reveal developmental differences between inner ear and skin melanocytes. *Pigment Cell Melanoma Res.* **34**, 585–597 (2021).
- Russell, I. J. *et al.* Sharpened cochlear tuning in a mouse with a genetically modified tectorial membrane. *Nat. Neurosci.* **10**, 215–23 (2007).
- Scheffer, D. I., Shen, J., Corey, D. P. & Chen, Z.-Y. Gene Expression by Mouse Inner Ear Hair Cells during Development. *J. Neurosci.* **35**, 6366–6380 (2015).
- Schrauwen, I. *et al.* A mutation in *CABP2*, expressed in cochlear hair cells, causes autosomal-recessive hearing impairment. *Am. J. Hum. Genet.* **91**, 636–45 (2012).
- Seal, R. P. *et al.* Sensorineural Deafness and Seizures in Mice Lacking Vesicular Glutamate Transporter 3. *Neuron* **57**, 263–275 (2008).
- Sherrill, H. E. *et al.* *Pou4f1* Defines a Subgroup of Type I Spiral Ganglion Neurons and Is Necessary for Normal Inner Hair Cell Presynaptic Ca<sup>2+</sup> Signaling. *J. Neurosci.* **39**, 5284–5298 (2019).
- Shrestha, B. R. *et al.* Sensory Neuron Diversity in the Inner Ear Is Shaped by Activity. *Cell* **174**, 1229–1246.e17 (2018).
- Sienknecht, U. J. & Fekete, D. M. Mapping of Wnt, frizzled, and Wnt inhibitor gene expression domains in the avian otic primordium. *J. Comp. Neurol.* **517**, 751–64 (2009).
- Simmons, D. D., Tong, B., Schrader, A. D. & Hornak, A. J. Oncomodulin identifies different hair cell types in the mammalian inner ear. *J. Comp. Neurol.* **518**, 3785–3802 (2010).
- Simonoska, R. *et al.* Inner ear pathology and loss of hearing in estrogen receptor-beta deficient mice. *J. Endocrinol.* **201**, 397–406 (2009).
- Smeti, I., Assou, S., Savary, E., Masmoudi, S. & Zine, A. Transcriptomic analysis of the developing and adult mouse cochlear sensory epithelia. *PLoS One* **7**, e42987 (2012).

- Son, E. J. *et al.* Developmental Gene Expression Profiling along the Tonotopic Axis of the Mouse Cochlea. *PLoS One* **7**, e40735 (2012).
- Tanaka, C. *et al.* Expression pattern of oxidative stress and antioxidant defense-related genes in the aging Fischer 344/NHsd rat cochlea. *Neurobiol. Aging* **33**, 1842.e1–14 (2012).
- Uchida, Y., Sugiura, S., Nakashima, T., Ando, F. & Shimokata, H. Endothelin-1 gene polymorphism and hearing impairment in elderly Japanese. *Laryngoscope* **119**, 938–943 (2009).
- Vetter, D. E. *et al.* Urocortin-deficient mice show hearing impairment and increased anxiety-like behavior. **31**, 363 (2002).
- von Bartheld, C. S. *et al.* Expression of nerve growth factor (NGF) receptors in the developing inner ear of chick and rat. *Development* **113**, 455–70 (1991).
- Wiwatpanit, T. *et al.* Trans-differentiation of outer hair cells into inner hair cells in the absence of INSM1. *Nature* **563**, 691–695 (2018).
- Wu, X. *et al.* Hair-cell mechanotransduction persists in TRP channel knockout mice. *PLoS One* **11**, e0155577 (2016).
- Yang, L. *et al.* Analysis of FGF-Dependent and FGF-Independent Pathways in Otic Placode Induction. *PLoS One* **8**, (2013).
- Yao, Q. *et al.* Transcriptomic Analyses of Inner Ear Sensory Epithelia in Zebrafish. *Anat. Rec. (Hoboken)*. **303**, 527–543 (2020).
- Yoon, H., Lee, D. J., Kim, M. H. & Bok, J. Identification of genes concordantly expressed with Atoh1 during inner ear development. *Anat. Cell Biol.* **44**, 69–78 (2011).
- Zhang, Y. *et al.* Dynamic expression of Lgr6 in the developing and mature mouse cochlea. *Frontiers in Cellular Neuroscience* **9**, 165 (2015).
- Zwaenepoel, I. *et al.* Otoancorin, an inner ear protein restricted to the interface between the apical surface of sensory epithelia and their overlying acellular gels, is defective in autosomal recessive deafness DFNB22. *Proc. Natl. Acad. Sci.* **99**, 6240–6245 (2002).

# Supplementary material for: TBX2 specifies and maintains inner hair and supporting cell fate in the Organ of Corti
**Source:** Nat Commun. 2022 Dec 9;13:7628. doi: 10.1038/s41467-022-35214-4
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Images of sections were acquired using a Leica DM5000 microscope with a Leica DFC300FX digital camera and Leica Firecam for Mac 1.9 software, or a Leica DM6000 microscope with a Leica DFC350FX digital camera and Leica Application Suite X (3.0.1) software. Images of cochlea whole-mount specimen were acquired using the confocal laser scanning microscope Leica TCS SP8 with Leica Application Suite X 3.5.5 software. Microarray data were obtained using the Agilent Micro Array Scanner G2565CA system.

#### Data analysis

MacVector software (version 16.0.8)  
 Fiji/ImageJ 2.3.0 (NIH)  
 Microsoft Excel 16.16.27 (Microsoft)  
 Photoshop CS4 (Adobe)  
 Leica Application Suite X 3.0.1 (Leica)  
 Prism7 (Graphpad)  
 JASP (0.13.1) (jasp-stats.org)  
 Significance Analysis of Microarrays 5.0 (SAM, Stanford University, USA)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data for this study are provided with this paper. All relevant data in this study are available within the article, Supplementary Data, or Source Data. Microarray data have been deposited in Gene Expression Omnibus under the accession numbers GSE180500 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180500>) and GSE180501 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180501>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. We used a minimum of 3 animals for each analyses based on the availability of our KO and ME animals. For statistical analyses, we calculated all analyses based on n = the number of cochleae used.<br>For E14.5 microarray experiments we used 4 mutant pools and 4 control pools with 23-27 cochlea each.<br>For E18.5 microarray experiments we used 4 mutant pools and 4 control pools with 16-20 organs of Corti each. |
| Data exclusions | No data were excluded from the statistical analyses in this study.                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Replication     | All attempts at replication were successful. The sample sizes are indicated in the figure legends and methods.                                                                                                                                                                                                                                                                                                                                                                            |
| Randomization   | Experimental design was not random. All animals were assigned to groups based on their genotype.                                                                                                                                                                                                                                                                                                                                                                                          |
| Blinding        | The experiments were not blinded due to the obvious phenotype.                                                                                                                                                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

primary antibodies:  
 rat-anti-BCL11B (used at 1:200, catalog #ab18465, Lot #GR3272266-2, abcam),  
 rabbit-anti-CALB2 (used at 1:500, catalog #AB5054, Lot #2136562, Sigma-Aldrich),  
 rabbit-anti-CALB2 (used at 1:750, catalog #7697, LOT #1893-0114, SWANT),  
 rabbit-anti-CHD1 (used at 1:500, a gift from Rolf Kemler),  
 rat-anti-CHD2 (used at 1:200, catalog #MNCD2-c, Developmental Studies Hybridoma Bank),  
 mouse-anti-GFP (used at 1:200, catalog #11814460001, Lot #27575600, Roche),

rabbit-anti-GFP (used at 1:500, catalog #ab290, Lot #GR3222604-1, abcam),  
 rabbit-anti-GLAST/EAAT1 (used at 1:200, catalog #ab416, LOT #GR3385864-5, abcam),  
 mouse-anti-IKZF2 (used at 1:50, catalog #sc-390357, Lot #A3015, Santa Cruz Biotechnology),  
 rabbit-anti-KCNQ4 (used at 1:100, catalog #HPA018305, Sigma-Aldrich),  
 mouse-anti-MYO6 (used at 1:200-1000, catalog #sc-393558, Lot #12718, Santa Cruz Biotechnology),  
 rabbit-anti-MYO7A (used at 1:500, catalog #25-6790, Lot #10119, Proteus Biosciences),  
 rabbit-anti-NGFR (used at 1:200-500, catalog #AB1554, Lot #2101973, Merck Millipore),  
 mouse-anti-PARVALBUMIN (used at 1:250, catalog #MAB1572, LOT #3770276, Merck Millipore),  
 Phalloidin-iFluor488 (used at 1:1500, catalog #ab176753, LOT #GR3411922-4, abcam),  
 rabbit-anti-PROX1 (used at 1:200-500, catalog #ABIN115666, Lot #0811R10-1, antikörper-online.de),  
 rabbit-anti-S100A1 (used at 1:500-2000, catalog #C0318-1, Lot #310318, Acris Antibodies),  
 guinea pig-anti-SLC17A8 (used at 1:200-500, catalog #135204, Lot #1-8, Synaptic Systems),  
 rabbit-anti-SLC26A5 (used at 1:200, catalog #sc-30163, Santa Cruz Biotechnology),  
 rabbit-anti-SOX2 (used at 1:200, catalog #ab97959, abcam),  
 mouse-anti-TBX2 (used at 1:200, catalog #sc-514291 X, Lot #C2417, Santa Cruz Biotechnology),  
 rabbit-anti-TBX2 (used at 1:200, catalog #07-318, Lot #3030644, Merck Millipore),  
 sheep-anti-DIG, AP-conjugated (used at 1:4000, catalog # 11093274910, Lot #32871920, Roche)

#### secondary antibodies:

Antibody (used at Dilution, catalog Order number, Lot #Lot number, Company),  
 donkey anti-mouse IgG (Alexa405) (used at 1:200, catalog #ab175658, Lot #GR3258168-3, abcam),  
 donkey anti-mouse IgG (Alexa488) (used at 1:200, catalog #A-21202, Lot #1975519, Invitrogen),  
 donkey anti-sheep IgG (Alexa488) (used at 1:200, catalog #ab150177, Lot #GR3232735-4, abcam),  
 goat anti-mouse IgG (Alexa555) (used at 1:500, catalog #A-21422, Lot #2090527, Invitrogen),  
 goat anti-rabbit IgG (Alexa488) (used at 1:200, catalog #A-11034, Lot #2018207, Invitrogen),  
 donkey anti-goat IgG (Alexa555) (used at 1:200, catalog #ab150134, Lot #GR3239464-1, abcam),  
 goat anti-rabbit IgG (Alexa555) (used at 1:200, catalog #A-21428, Lot #2011559, Invitrogen),  
 donkey anti-rabbit IgG (Alexa647) (used at 1:200, catalog #ab150075, Lot #GR289683-1, abcam),  
 sheep anti-mouse IgG (Alexa647) (used at 1:200, catalog #515-605-003, Lot #130743, Dianova),  
 Biotin-conjug. donkey anti-rat FAB (used at 1:200, catalog #712-067-003, Lot #137943, Dianova),  
 Biotin-conjug. goat anti-mouse IgG (used at 1:200, catalog #115-065-003, Lot #130488, Jackson Immuno Research),  
 Biotin-conjug. goat anti-rabbit FAB (used at 1:200, catalog #111-067-003, Lot #131076, Jackson Immuno Research),  
 Biotin-conjug. goat anti-rat (used at 1:200, catalog #112-065-003, Lot #80972, Jackson Immuno Research),  
 goat anti-guinea pig (Cy3) (used at 1:200, catalog #106-165-003, Lot #67623, Dianova),  
 donkey anti-mouse FAB (used at 1:100, catalog #715-007-003, Lot #109583, Dianova),  
 goat anti-rabbit FAB (used at 1:50, catalog #111-007-003, Lot #135805, Dianova),  
 goat anti-guinea pig IgG (used at 1:200, catalog #106-005-003, Lot #139376, Dianova),  
 sheep anti-rabbit IgG (used at 1:200, catalog #ShxRB-003-D, Lot #66-6-061318, Dianova),  
 Streptavidin-HRP (used at 1:200, catalog #434323, Lot #TC265875, Invitrogen),  
 Streptavidin-AlexaFluor647 (used at 1:200, catalog #016-600-084, Lot #135095, Dianova),  
 Streptavidin-Dylight549 (used at 1:200, catalog #016-500-084, Lot #95559, Dianova),

#### Validation

rabbit-anti-CHD1 (a gift from Rolf Kemler) was validated in (Vestweber, D., Kemler, R., 1984. Rabbit antiserum against a purified surface glycoprotein decompacts mouse preimplantation embryos and reacts with specific adult tissues. Exp. Cell Res. 152, 169–178.)

rat-anti-CHD2 ( #MNCD2-c, DSHB) was validated in "Fetal brain subdivisions defined by R- and E-cadherin expressions: evidence for the role of cadherin activity in region-specific, cell-cell adhesion., Takeichi M, Developmental biology 172.2 (1995 Dec): 466-78.)

All commercially available antibodies were validated by the manufacturer.

rat-anti-BCL11B (#ab18465, abcam), [https://www.abcam.com/ctip2-antibody-25b6-ab18465.html]

rabbit-anti-CALB2 (#AB5054, Sigma-Aldrich), [https://www.sigmaaldrich.com/DE/de/product/mm/ab5054]

rabbit-anti-CALB2 (#7697, SWANT), [https://www.swant.com/pdfs/Rabbit\_anti\_calretinin\_7697.pdf]

mouse-anti-GFP (#11814460001, Roche), [https://www.sigmaaldrich.com/DE/de/product/roche/11814460001]

rabbit-anti-GFP (#ab290, abcam), [https://www.abcam.com/gfp-antibody-ab290.html]

rabbit-anti-GLAST/EAAT1 (#ab416, abcam), [https://www.abcam.com/eaat1-antibody-ab416.html]

mouse-anti-IKZF2 (#sc-390357, Santa Cruz Biotechnology), [https://www.scbt.com/de/p/helios-antibody-e-7]

rabbit-anti-KCNQ4 (#HPA018305, Sigma-Aldrich), [https://www.sigmaaldrich.com/DE/de/product/sigma/hpa018305]

mouse-anti-MYO6 (#sc-393558, Santa Cruz Biotechnology), [https://www.scbt.com/de/p/myosin-vi-antibody-a-9]

rabbit-anti-MYO7A (#25-6790, Proteus Biosciences), [http://www.proteus-biosciences.com/product/view/myosin-viia-248.aspx]

rabbit-anti-NGFR (#AB1554, Merck Millipore), [https://www.merckmillipore.com/DE/de/product/Anti-Nerve-Growth-Factor-Receptor-Antibody-p75]

mouse-anti-PARVALBUMIN (MAB1572, Merck Millipore), [https://www.merckmillipore.com/DE/de/product/Anti-Parvalbumin-Antibody,MM\_NF-MAB1572]

Phalloidin-iFluor488 (#ab176753, abcam), [https://www.abcam.com/phalloidin-ifuor-488-reagent-ab176753.html]

rabbit-anti-PROX1 (#ABIN115666, antikörper-online.de), [https://www.antikoerper-online.de/antibody/3032348/anti-Prospero+Homeobox+1+PROX1+AA+492-522+antibody/]

rabbit-anti-S100A1 (#C0318-1, Acris Antibodies), [https://docs.aatbio.com/products/pis/C0318.pdf]

guinea pig-anti-SLC17A8 (#135204, Synaptic Systems), [https://sysy.com/product/135204]

rabbit-anti-SLC26A5 (#sc-30163, Santa Cruz Biotechnology), [https://datasheets.scbt.com/sc-30163.pdf]

rabbit-anti-SOX2 (#ab97959, abcam), [https://www.abcam.com/sox2-antibody-ab97959.html]  
 mouse-anti-TBX2 (#sc-514291 X, Santa Cruz Biotechnology), [https://www.scbt.com/de/p/tbx2-antibody-d-3]  
 rabbit-anti-TBX2 (#07-318, Merck Millipore), [https://www.merckmillipore.com/DE/de/product/Anti-TBX2-Antibody,MM\_NF-07-318]

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

All information for laboratory animals used are included in the methods section. Up to four mice per cage were housed with ad libitum access to food and water under conditions of regulated temperature (22°C) and humidity (50%) and a 12-h light/ dark cycle at the central animal laboratory of Hannover Medical School.

All mouse alleles employed in this study have previously been described and were maintained on an NMRI genetic background. A conditional floxed allele of Tbx2 [Tbx2tm2.1Vmc, synonym: Tbx2fl] was provided by Vincent Christoffels; an allele with insertion of the human TBX2 gene at the Hprt locus [Hprttm2(CAG-TBX2,-EGFP)Akis, synonym: HprtTBX2] was generated in house. The double fluorescent Cre reporter line Gt(ROSA)26Sortm4(ACTB-tdTomato,-EGFP)Luo/J [#007576, synonym: R26mTmG], the tamoxifen-inducible CreERT2 driver lines Sox2CreERT2 [#017593, Sox2tm1(cre/ERT2)Hoch] and Atoh1-CreERT2 [#007684, Tg(Atoh1-cre/Esr1\*)14Fsh] were obtained from The Jackson Laboratory.

Embryos for Tbx2/TBX2 expression analyses were derived from matings of NMRI wild-type mice.

For generation of loss-of-function mutants Sox2CreERT2/+;Tbx2fl/fl males were mated with Tbx2fl/fl;R26mTmG/mTmG females to obtain Sox2CreERT2/+;Tbx2fl/fl;R26mTmG/+ (Sox2-Tbx2LOF) mice, and Atoh1-CreERT2/+;Tbx2fl/fl males with Tbx2fl/fl;R26mTmG/mTmG females to obtain Atoh1-CreERT2/+;Tbx2fl/fl;R26mTmG/+ (Atoh1-Tbx2LOF) mice. For generation of misexpression mutants Sox2CreERT2/+ males were mated with HprtTBX2/TBX2 females to obtain Sox2CreERT2/+;HprtTBX2/Y(+) (Sox2-TBX2ME) mice, and Atoh1-CreERT2/+ males with HprtTBX2/TBX2 females to obtain Atoh1-CreERT2/+;HprtTBX2/Y(+) (Atoh1-TBX2ME) mice. For generation of mTmG-positive controls Sox2CreERT2/+ males were mated with R26mTmG/mTmG females to obtain Sox2CreERT2/+;R26mTmG/+ mice, and Atoh1-CreERT2/+ males with R26mTmG/mTmG females to obtain Atoh1-CreERT2/+;R26mTmG/+ mice. Cre-negative littermates or Sox2CreERT2/+;R26mTmG/+ and Atoh1-CreERT2/+;R26mTmG/+ mice served as controls.

For embryonic staging, the detection day of a vaginal plug was defined as embryonic day (E) 0.5. To induce recombination, 4 mg of tamoxifen dissolved in corn oil were orally applied to timed pregnant or breast-feeding dams in a single pulse at E12.5, E15.5, E16.5 or P0-1. From E15.5 onwards, 2 mg of progesterone were additionally applied. Pregnant females and juvenile mice were euthanized by cervical dislocation, neonates were euthanized by decapitation. Embryos at E14.5, E16.5 and E18.5, neonates at P4 and juveniles at P17/21 were collected for analyses. Both sexes were interchangeably used with the exception of Sox2-TBX2ME mice, where we used male mice at embryonic stages and female mice at postnatal stages.

### Wild animals

The study did not involve wild animals.

### Field-collected samples

The study did not involve field-collected samples.

### Ethics oversight

All animal work conducted for this study was performed in strict accordance to European and German legislation. The breeding and handling of mouse lines was performed at the central animal laboratory of the Hannover Medical School and approved by the Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit (Permit Number: 33.12-42502-04-19/3081).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

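Transcripts of E14.5 cochlear ducts were measured on 4 Agilent 2-colour arrays. Each array compared a pool of 23 to 27 *Sox2-Tbx2LOF* ducts with a pool of control ducts after tamoxifen at E12.5, on 2 arrays with female and on 2 with male pools. The mapping of pools to arrays, sexes and dyes came from the sample labels, and the paper's methods gave the stage, the treatment and the pool sizes. The labels give the second *Tbx2* allele of the controls as not determined, whereas the methods call the controls cre-negative. Both separate the same control and mutant pools. The E18.5 arrays were not analysed here.

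The authors scanned the arrays and deposited the output of Agilent Feature Extraction for each of them. In these files the authors' intensity values are the mean brightness of each spot and the median brightness of its local background in both dyes, not normalized, and Agilent's processed intensity, which has the background subtracted and the dyes normalized. The deposited log10 ratio is that of processed Cy5 over processed Cy3. It was not used further here. The series value table, also deposited by the authors, holds a score per probe and array. Its values match a signed fold change of mutant over control, in which a ratio below 1 is written as minus its reciprocal. Its correlation across probes with the log ratios computed here was between 0.882 and 0.913. How these scores were normalized is not stated in the paper's text. The paper gives the SAM settings and calls its input normalized expression data. The header of the arrays names another design than the methods, and probe names, gene symbols and mm9 coordinates were taken from the files. The reference table given with the data uses another build, so its coordinates were not used.

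Each array holds 174979 spots, of which 157716 are gene spots (39429 probes in 4 spots each) and 17263 controls. Background was corrected with limma's normexp (offset 50) on mean signal and median background, and log2 ratios were normalized by loess within each array, fitted without control spots and without spots that carry an outlier flag of the feature or the background. The unflagged spots of a probe were averaged. A probe counted as well above background on an array where at least 50% of its unflagged spots did. Probes well above background in at least 4 of the 8 channel measurements were tested, 27963 of 39429, and the brightest probe over the 4 arrays stood for each gene. Of 29924 gene names on the array, 21042 were tested. For 5427 of these genes several probes were tested, and where probes of a gene named by the rule below disagreed the other probes are given. The separate channels used for the unpaired comparisons and for lower limits were normalized by loess and by Aquantile between arrays. A fold change of a gene that was not well above background on any array of a group is given only as a lower limit; 4 called genes had such a limit in the mutant and 2 in the control.

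Genes were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with the genotype direction and a dye intercept as terms. Adjusted p values of genes are Benjamini-Hochberg values over all genes tested, unless given as adjusted over a list alone. The 2 residual degrees of freedom among the arrays were combined with a prior of 5.65 degrees of freedom estimated over all genes. Each ratio lies within an array, so mutant and control pools are paired by the hybridisation. Pools on an array share its sex, and the paper does not state another pairing. The interaction of genotype and sex was fitted in the same way. The neighbourhoods of *Sox2* and *Tbx2* (5 Mb, with 2 and 10 Mb as alternatives) were compared with all other tested genes with a position (20866 genes) by two-sided Fisher's exact tests. Lists of genes were tested with limma's camera (preset correlation 0.01) and with fry, with Benjamini-Hochberg adjustment over the lists. The 9 marker lists were written from general knowledge of cell types for neurons, Schwann cell precursors, melanocytes, mesenchyme, blood, prosensory cells, hair cells, the inner compartment and the outer compartment, and Supplementary Tables 3 and 4 of the paper served as further lists. Y-linked genes and *Xist* served to check the sex of the pools.

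Genes examined by name followed a rule. They were *Tbx2*, *Sox2* and *Esr1*, the genes that the paper names for the E14.5 *Sox2-Tbx2LOF* cochlea, the 5 largest rises and the 5 largest falls among called genes changed the same way on 4 arrays, and the called genes within 5 Mb of *Sox2*. Symbols of the supplementary tables were matched to the array as printed, after correcting 2 symbols (*D3Ertd254e* and *Lhfpl4*). All 90 and 36 genes of Supplementary Tables 1 and 2 were found, and 46 of 48 and 32 of 32 of Supplementary Tables 3 and 4.

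The alternatives were Agilent's processed signals, a normexp offset of 10, median centring, no filter on dim probes or a filter of all 8 measurements, no dye term, separate channels with and without the array as block, the mean over the probes of a gene, the authors' series value table, each array left out in turn, no minimum fold change, and SAM, rewritten from its description because its software was not used here. Its constant s0 was set at the percentile of the standard errors that gave the steadiest statistic, the 20th, and the 5th for Agilent's processed signals. The tests were first tested on simulated data with the 21042 genes, of which 200 were changed 2-fold. The limma fit recovered 97.0% of them with 0 false calls, the unpaired comparison of channels 98.5% with 0, and the rewritten SAM at the paper's delta 98.5% with 0. For the interaction of genotype and sex the recovered share was 0.0% at a 2-fold and 98.0% at an 8-fold difference, with 1 false call at the latter, so a 2-fold difference between the sexes was not detectable. A simulated list of 20 genes shifted by 0.5 on the log2 scale passed a threshold of 0.05 with both camera and fry, and an unshifted list passed with neither. Figures were drawn with matplotlib.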

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

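The tests of a mislabelled array with the *Esr1* probe, of ducts of the other sex from signals of *Xist* and Y-linked genes, of dye bias on arrays of male pools, and the counts of other splits for the neighbourhood of *Sox2* were chosen only after the results were seen.

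The log2 ratio of *Sox2* on array 3, which compared male pools with mutant RNA in Cy5, was −0.26, far from 0.082, 0.078 and 0.14 on arrays 1, 2 and 4. The gap to the nearest array exceeds Dixon's critical value for 4 values. This was the case for 1 of 33 genes, the 24 that are targeted, inserted or named by the paper and 9 called genes named by rule, and chance gives such a gap in about 1 in 20 groups. The tables argue against a mislabelled or reversed array, because the *Esr1* probe, which the knock-in may feed, was higher in the pool labelled mutant on all 4 arrays, with a lowest log2 ratio of 2.07. Female ducts in a pool of array 3 are also argued against. The log2 signal of *Xist* was 6.10 there, and its signals on arrays of female pools exceeded those on arrays of male pools by at least 5.92. The log2 ratios of the Y-linked genes on array 3 were −0.066 (*Ddx3y*), −0.088 (*Eif2s3y*) and −0.33 (*Uty*). The remaining candidate is chance among the genes looked at. A difference between the pools of array 3 stays open as a biological explanation and was not tested. Without array 3 the log2 ratio of *Sox2* was 0.096, still not called.

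Of the 68 tested genes within 5 Mb of *Sox2*, 5 were called, a share of 7.35% against 0.423% elsewhere, and the paper does not discuss their position. The share was far above that of other genes (two-sided Fisher's exact test, p = 1.3e-05), with no such excess around *Tbx2* (p = 1). Chance in the grouping cannot be excluded for this count. Only the real split of the 8 pools gave as many called genes there (1 of 35, and 1 of the 8 splits that part the pools of every array), but 31 of the 34 other splits called 0 genes anywhere, so they could give none near *Sox2*. Between 4 and 7 genes were called there under the alternatives, and 5 within both 2 and 10 Mb. All 4 rising genes lie between 35791953 and 36381109, about as far from *Sox2* as genes such as *Anxa5* and *Atp11b*, whose log2 ratios were 0.014 and −0.027. *Gm15952*, in the same stretch, rose by 0.58, just under the minimum fold change. In *Dcun1d1* and *Mccc1*, 2 probes of the same gene differed, at 1.13 and 0.31 and at 0.32 and 0.76. Fisher's exact test above measures the excess to be explained, so by itself it does not decide between explanations. A candidate that requires such an excess is a chromosome segment that travels with the *Sox2* knock-in and carries variants of another strain. Another is an effect of the knock-in on neighbouring genes. These possibilities were not separated, because every mutant pool carries the knock-in and every control pool lacks it. A response of these genes to the loss of *Tbx2* stays open for the same reason. The 12 genes that Supplementary Tables 2 and 4 share include 5 within 5 Mb of *Sox2*.

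Among the 93 called genes, 13 are in neither Supplementary Table 1 nor 2. *Elavl3* (log2 ratio −1.08), *Hes5* (−0.95), *Sncg* (−0.83), *Ina* (−0.71, its other probe −0.15), *Nsg2* (−0.61), *Thsd7b* (−0.60) and *Krt5* (−0.60) were lower. *Pou4f2*, not well above background in any mutant pool, was at least 1.81-fold lower. *Fndc1* (0.71), LOC552901 (0.66), *Grp* (0.66), *Pcp4* (0.65) and *Rasd2* (0.60) were higher. Their adjusted p values from limma lie between 0.000101 and 0.00398. All changed the same way on 4 arrays except LOC552901, on 3. For the called genes as a whole, 98.9% changed the same way in both dye directions, but they were chosen on these ratios, so this does not decide on dye bias. Of 96 genes chosen only on the arrays of female pools, with a mean change of at least 1.5-fold, 94.8% went the same way on both arrays of male pools, which differ in dye direction. These 91 genes thus kept their direction in both dye directions on arrays that did not choose them. The share itself does not decide on dye bias, because a dye effect cancels in the mean of the 2 female arrays, which have swapped dyes. All 83 called genes of the set are among the 91, but they were called on the arrays of male pools too. The other 5 went opposite ways on the arrays of male pools. How many of the 13 genes are in the set is not given here. Ducts of the other sex in a pool are argued against, because the log2 signals of *Ddx3y* and *Eif2s3y* were at least 5.94 higher on arrays of male than of female pools. The log2 ratio of *Xist* was 0.29 on array 1 and −0.29 on array 2, and no Y-linked gene had a ratio further from 0 than 0.33 on an array of male pools. Chance in the grouping can be excluded for the calls as a whole over the 35 splits of the pools, of which only the real one gave as many calls (1 of 35). These splits ignore that pools share an array. The real split there called 23 higher and 55 lower genes, of which 23 and 54 are in Supplementary Tables 2 and 1. The count thus says little of the 13 genes. Chance cannot be decided from the ratios, which allow 7 sign patterns (1 of 7), because a share under 0.05 cannot be reached. For *Elavl3* and *Ina*, which are on the neuron list, ganglion neurons carried over in the control pools may contribute. The listed neuronal genes outside Supplementary Tables 1 and 2 had a median log2 ratio of −0.10, though not all of them fell. That set contains *Elavl3* and *Ina* themselves, so its median does not decide this for them. The genotype itself stays open as the biological explanation for all 13 genes.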

How the results depend on the processing

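The alternatives reported here were chosen before the data were examined, as were their tests, the lists and the rule for naming genes. Only fry combined with another alternative was a test chosen after the result was seen.

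The counts of called genes, 28 higher and 65 lower, moved by more than 1.5 times with Agilent's processed signals (52 and 117), and the lower count with the authors' series value table (99, beside 42 higher). Without a minimum fold change the counts were 476 and 615, and 86 genes of Supplementary Table 1 and 35 of Supplementary Table 2 passed instead of 57 and 23, which follows from the dropped condition. For the other alternatives the cause was not tested. Called genes stayed between 23 and 34 higher and between 54 and 86 lower under the remaining settings. With each array left out in turn, 27 to 34 genes were higher and 61 to 69 lower, and 51 to 61 genes of Supplementary Table 1 and 21 to 22 of Supplementary Table 2 were called. The share of higher genes among calls was between 26.5% and 33.0% in the settings fitted with limma that keep the minimum fold change. The median log2 ratio of all genes was at most 0.0074 under every setting.

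Mutant and control pools are paired by hybridisation to the same array. In the unpaired comparison of separate channels without a replicate block, 23 genes were higher and 55 lower, all of them among the 28 and 65, and with the array as replicate block the counts were 28 and 65. Without the block, mesenchyme (median log2 ratio 0.084) no longer passed the threshold (adjusted p = 0.0511 from camera), and no other list changed its call with camera. With fry, the outer compartment (adjusted p = 0.00638) and prosensory lists (0.0312) then passed, and mesenchyme (0.374, against 0.0385) no longer did. The interaction of genotype and sex called 0 genes, and 19 with median centring in place of loess. The count of genes near *Sox2* lay between 5 and 6 with each array left out and between 4 and 7 under all alternatives.

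Some list medians close to 0 changed sign. With median centring the prosensory median was −0.015 and with the mean over probes −0.0054, against 0.012. With Agilent's processed signals the melanocyte median was 0.00060, against −0.004. With each array left out, the prosensory median lay between −0.022 and 0.0040, the hair cell median (0.044 with all arrays) between −0.028 and 0.11 and the melanocyte median between −0.023 and 0.019. None of these lists passed the threshold with camera under those settings. The mesenchyme list no longer passed with median centring (0.063, adjusted p = 0.0634 from camera) and without array 1 (0.091, adjusted p = 0.0701), with medians between 0.071 and 0.091 over the arrays left out. The outer compartment list no longer passed without array 3 (0.11, adjusted p = 0.0848 from camera), with medians between 0.066 and 0.13 over the arrays left out. The blood median lay between 0.068 and 0.13 with each array left out and that of Supplementary Table 4 between 0.19 and 0.34. The median of Supplementary Table 3 was −0.066 without a filter on dim probes and −0.073 with the filter of all 8 measurements. With fry in place of camera, neither the outer compartment (0.099) nor the blood list (0.11) passed, both with an adjusted p of 0.106. The neuron, Schwann cell precursor and inner compartment lists and Supplementary Tables 3 and 4 kept their direction and passed with camera under every alternative. With fry and an array left out they did not always pass. Without array 2 the adjusted p from fry was 0.126 for the neuron, Schwann cell precursor and inner compartment lists and 0.105 for Supplementary Table 3, and without array 4 it was 0.134 and 0.113. For Schwann cell precursors it was also 0.145 without array 1 and 0.150 without array 3.

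The log2 ratio of *Sox2*, 0.012, was −0.017 with median centring and between −0.073 and 0.096 with each array left out, never past the threshold. Among the other genes named by rule, directions held under all alternatives. Of the genes named after their values were seen, *Lhfpl4* and *E230025N22Rik* were 1.19-fold and 1.10-fold lower with the mean over probes, and *Sp8* was 1.33-fold higher, each opposite to its brightest probe. *Sp8* was also above 0 with median centring, with the authors' series value table, with SAM on Agilent's processed signals, and without array 1 or 4, there by 1.02-fold or less. *Lfng*, *Lgr6*, *Jph1* and *Itgb6* gained a call, and *Ctgf*, *Rnf182*, *Ptpn5* and *Pex5l* lost theirs, under at least 1 alternative. The slide as a block was not run because all 4 arrays lie on 1 slide, and *Esr1* has no value under the filter of all 8 measurements because no control pool was well above background. Between 69.2% and 72.0% of the probes were well above background in a given array and dye, and for genes read only by other probes no change was measured.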

Differences from the paper's values

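Of the tests in this part, only the count of gaps that the alternatives opened was chosen after the result was seen.

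Fold changes of the 126 genes of Supplementary Tables 1 and 2 were compared with those printed there. A pair was counted as different where the directions were opposite, or where the values were more than 1.5 times apart and also further apart than the SD over the 4 arrays. This held for 13 genes, and a gap was counted as closed where it no longer held. A gene known here only by a lower limit, 6 of the 126, was counted only where the limit was over 1.5 times the paper's value. Over all 126 genes the median ratio of the fold change here to the paper's was 0.867, and 1.00 with Agilent's processed signals. Stmn3 was 6.1-fold lower in the paper and 3.36-fold here, Trhr 4.1 and 2.26, Pvalb 4.1 and 2.35, Celf3 3.7 and 2.25, Scrt1 2.9 and 1.70, Pkd2l1 2.8 and 1.61, B3galt2 2.7 and 1.79, Vgf 2.6 and 1.73, and Stk32a 2.2 and 1.45, the paper's value first in each pair. Of the 16 alternatives set before the data were examined, Agilent's processed signals, the authors' series value table and SAM on Agilent's processed signals closed the gap for all 9 of these genes, and an offset of 10 for 8 of them, all but Pvalb. Leaving out array 2 closed it for B3galt2, Vgf and Stk32a, leaving out array 3 for Celf3 and Vgf, leaving out array 1 for B3galt2, and SAM at the paper's delta on the channel signals for Vgf. The remaining alternatives closed none of them. Alternatives also opened gaps. Under them the genes known by a limit were compared by their fitted fold change, so the counts of differing genes are not like for like with the 13. The count was 18 with the array as replicate block, where 5 of these limit genes were added to the same 13, and 23 without array 4, of which 10 were not among the 13 and 6 of those were limit genes. It was 9 with Agilent's processed signals, of which 5 were not among the 13 and 4 of those were limit genes, 5 with an offset of 10 and 4 with the authors' series value table. Apart from limit genes, new gaps were those of Fam150b with Agilent's processed signals, Foxa1 with median centring, Pex5l with the mean over probes, Vgll2 without array 1, Trh without array 3, and Trh, Foxa1, C030013G03Rik and Vgll2 without array 4.

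For 4 further genes the brightest probe gave hardly any change. The paper's value for Cd1d2 is 1.7-fold lower, against 1.08-fold lower here. For Lhfpl4 it is 1.6-fold lower, against 1.02-fold higher here, and for E230025N22Rik 1.8-fold lower, against 1.05-fold higher. The mean over the tested probes closed the gap for Cd1d2 and Lhfpl4, and no other alternative did. For Sp8 the paper's value is 2.4-fold higher, against 1.00-fold lower here. No alternative closed the gap for E230025N22Rik and Sp8.

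The paper's counts of 36 upregulated and 90 downregulated genes stand beside 28 and 65 here, less than 1.5 times apart. Agilent's processed signals gave 52 and 117 and the authors' series value table 42 and 99. The paper lists 126 genes as changed, of which 46 were not called here, 33 of Supplementary Table 1 and 13 of Supplementary Table 2. Agilent's processed signals called 27 of the 33 and 10 of the 13, the authors' series value table 25 and 10, SAM on Agilent's processed signals 17 and 9, and an offset of 10 called 14 and 2. Leaving out array 1, 2 or 4 called 4, 2 or 1 of the 33, and median centring 1 of the 13. With the minimum fold change, no setting called E230025N22Rik, Cd1d2, Lhfpl4, Slc18a2, Hopx, Pde4dip, Sp8, Mccc1 or Kif6. Without it, 29 of the 33 and 12 of the 13 passed, all but E230025N22Rik, Cd1d2, Lhfpl4, Pde4dip and Sp8. These calls rest on 1 probe per gene in most settings. The other Cd1d2 probe gave a log2 ratio of −0.52, and the other Pde4dip probes gave −0.56, −0.56 and −0.17. Among the genes that the text names as lower or higher, Lfng, Lgr6, Jph1 and Itgb6 were in the paper's direction but under the minimum fold change, and each was called with Agilent's processed signals and with the authors' series value table, Lgr6 also with an offset of 10. The paper describes medial expansion of Etv4 and Etv5 in sections of E14.5 mutants. On the arrays of whole ducts neither was higher, with log2 ratios of −0.13 ± 0.11 and −0.15 ± 0.25 (SD, n = 4), not called.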

Other observations

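The counts of other splits for the lists of genes, and the requirement that all listed genes outside the tables fall if cells were carried over, were chosen only after the results were seen.

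Neuronal genes were lower in the mutant as a group. The neuron list (30 genes, 27 tested, of which 10 of the 30 are in Supplementary Tables 1 and 2 and 1 is in another list) had a median log2 ratio of −0.39, below 0 on 4 of 4 arrays (adjusted p = 3.1e-17 from camera, 0.0164 from fry). Over the 35 splits of the pools, which ignore that pools share an array, only the real one gave a median as far from 0 (1 of 35). The 10 listed genes in the tables were chosen on the real split of these arrays, which favours it. This count therefore does not exclude chance in the grouping. Among the 8 splits that part the pools of every array chance cannot be excluded (1 of 8), because a share under 0.05 cannot be reached. Ganglion neurons carried over in the control pools may contribute. The paper states that the spiral ganglion was removed. If they did, neuronal genes outside the paper's tables would fall too, and the 17 tested ones had a median of −0.10 (adjusted p = 6.6e-05 from camera, 0.0478 from fry), lower on 4 of 4 arrays. The largest falls among the 17 were those of *Elavl3* (−1.08) and *Ina* (−0.71). The other *Ina* probe gave −0.15. *Tubb3* (−0.39), *Stmn2* (−0.41), *Nefl* (−0.48) and *Gap43* (−0.19) fell too. *Snap25* (−0.026, mean log2 signal 13.9) and *Uchl1* (0.017, mean log2 signal 14.3) did not fall, and *Isl1* (0.20, mean log2 signal 14.8) rose. *Ntrk3* (0.16, mean log2 signal 10.5) also rose (adjusted p = 0.0385 from limma), while its other probes gave 0.40, −0.031 and −0.020. *Ntrk2* (0.16, mean log2 signal 12.8) was higher but not past the threshold (adjusted p = 0.0818 from limma). Its other probes gave 0.073 and −0.34, and the last was not well above background in any mutant pool. *Dcx* (0.0066), *Syt4* (−0.065) and *Syp* (−0.088), with mean log2 signals of 10.4, 8.23 and 9.87, did not fall past the threshold either. Of the 17 genes, 12 were lower and 5 higher, so neurons carried over cannot be told apart from a loss of neuronal transcripts through the genotype, which was not tested.

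The Schwann cell precursor list (20 genes, 20 tested, 8 of them in Supplementary Table 1 and 3 in another list) had a median of −0.096 and a mean of −0.35 (adjusted p = 2.5e-09 from camera, 0.0164 from fry), lower on 4 of 4 arrays. Of 35 splits of the pools, 10 gave a median as far from 0, so chance cannot be excluded for the median. The 12 genes outside the tables had a median of −0.040 (adjusted p = 0.429 from camera). *Foxd3*, *Fabp7*, *Dhh* and *Gpr17* fell by 1.18, 1.03, 0.88 and 0.82, whereas *Sox10* (0.0099) did not fall. Glial cells carried over in the control pools and a genotype effect on glial genes cannot be told apart here, because the genes outside the tables went both ways, 7 lower and 5 higher.

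The inner compartment list (13 genes, 11 tested, 4 in Supplementary Table 1 and 5 in another list) had a median of −0.17 (adjusted p = 3.4e-06 from camera, 0.0164 from fry), and −0.00011 without the genes of Supplementary Tables 1 and 2 (adjusted p = 0.409 from camera), with 4 genes lower and 3 higher. Among these, *Fgf20* (−0.54, adjusted p = 0.00172 from limma) was lower on 4 of 4 arrays. Because the tables were chosen on these same arrays, leaving out their genes pulls the median of any list towards 0, so such medians close to 0 decide nothing. Of the 35 splits, 2 gave a median as far from 0. The outer compartment list (19 genes, 16 tested, 5 in the tables and 3 in another list) had a median of 0.099 (adjusted p = 0.00952 from camera, 0.106 from fry), and 0.039 without those genes (0.557 from camera), with 2 of 35 splits as far from 0. Chance in the grouping of the pools can be excluded for neither median. On the outer compartment list 11 tested genes were higher and 5 lower. Among the lower ones was *Ngfr*, the paper's pillar cell marker, which is in Supplementary Table 1. It fell by 0.74 on the log2 scale (adjusted p = 0.000122 from limma), lower on 4 of 4 arrays. *Ngfr* is also on the Schwann cell precursor list. Mesenchyme (15 genes, 15 tested) had a median of 0.084 (adjusted p = 0.0136 from camera, 0.0385 from fry) and blood (11 genes, 10 tested) of 0.11 (0.00045 from camera, 0.106 from fry), with 8 and 4 of 35 splits as far from 0. The blood median was below 0 on 2 of 4 arrays, and without array 3 it was 0.068. For the prosensory, hair cell and melanocyte lists (17, 13 and 10 genes tested) the medians of 0.012, 0.044 and −0.004 did not pass (adjusted p = 0.405, 0.558 and 0.577 from camera; 0.106, 0.161 and 0.176 from fry), and 25, 25 and 35 of 35 splits were as far from 0. The split by dye gave a median as far from 0 for the blood, prosensory, hair cell and melanocyte lists, and the split by sex for the Schwann cell precursor, prosensory, hair cell and melanocyte lists. The fit that gave the medians and p values includes a dye term. The means of the prosensory, hair cell and melanocyte lists were −0.088, −0.16 and −0.057, opposite in sign to the median for the first and second of these lists. Of the prosensory, hair cell and melanocyte lists, 1, 3 and 1 genes are in the tables and 4, 3 and 1 in another list. The mesenchyme and blood lists share no gene with these. No list median changed with genes not well above background at their limits.

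*Esr1* was the gene with the largest rise. A candidate explanation is that its probe reads the oestrogen receptor part of CreERT2, which only mutants carry. The 3 other *Esr1* probes, at other places of the gene, were not well above background in either group, and the tested oestrogen target genes *Pgr* and *Greb1* had a mean log2 ratio of −0.017, as this explanation requires. Whether the probe's sequence matches the receptor part of CreERT2 was not analysed here. *Esr1* is also in Supplementary Table 4.

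As lists, the genes that the paper found changed at E18.5 on other arrays had medians in the same direction at E14.5. Of Supplementary Table 3, 35 of 48 genes were tested, with a median log2 ratio of −0.13, lower on 4 of 4 arrays (adjusted p = 7.8e-09 from camera, 0.0155 from fry). Of Supplementary Table 4, 25 of 32 were tested, with a median of 0.19, higher on 4 of 4 arrays (adjusted p = 1.3e-18 from camera, 0.00117 from fry). Over the 35 splits only the real one gave a median as far from 0 for Supplementary Table 3 (1 of 35), while 3 of 35 did so for Supplementary Table 4. Without array 3 the median of Supplementary Table 4 was 0.34, and with Agilent's processed signals and the authors' series value table it was 0.35 each. It was lower, 0.13, without a filter on dim probes. Chance is thus excluded for Supplementary Table 3 over these splits but not among the 8 that part the pools of every array (1 of 8), and for Supplementary Table 4 over neither. Of these genes, 9 are also in Supplementary Table 1 and 12 in Supplementary Table 2. The 12 include *Esr1* and 5 genes within 5 Mb of *Sox2*. Mutants carry the *Sox2* knock-in at both stages, so the rise of these genes need not reflect the loss of *Tbx2*. Without the genes of these tables the medians were −0.016 (adjusted p = 0.0348 from camera, 0.116 from fry) and 0.075 (0.0218 from camera, 0.04 from fry). Adjusted over the list alone, 8 genes of Supplementary Table 3 and 10 of Supplementary Table 4 passed the threshold of p and the minimum fold change, the same numbers as over all genes. Carry-over of the same kind of tissue at both stages was not tested.

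No gene's response to the genotype differed between female and male pools by limma's interaction test (0 genes at an adjusted p below 0.05, 558 at an unadjusted p below 0.05, with the smallest adjusted p, 0.236, for *Mcemp1*). On simulated data this test recovered 0.0% of 2-fold differences, so the count says nothing of differences of that size. Dye effects of single genes were as wide as genotype effects, with an SD across genes of 0.108 against 0.109 on the log2 scale, and 42 genes had a dye effect at an adjusted p below 0.05 and a fold of at least 1.5.

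On the arrays of whole ducts, *Cdh2* had a log2 ratio of −0.17 ± 0.072 (SD, n = 4), lower on 4 of 4 arrays with an adjusted p of 0.0431 from limma but under the minimum fold change, and its dimmer probe gave −0.36 ± 0.22. The ratio of *Cdh1* was 0.18 ± 0.24 (SD, n = 4), higher on 3 of 4 arrays (adjusted p = 0.128 from limma). The ratio of *Etv4* was below 0 on 4 arrays and that of *Etv5* on 2 (adjusted p = 0.0684 and 0.0561 from limma).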
